# Increasing G9a automethylation sensitizes B acute lymphoblastic leukemia cells to glucocorticoid-induced death

**DOI:** 10.1038/s41419-018-1110-z

**Published:** 2018-10-10

**Authors:** Coralie Poulard, Estelle Baulu, Brian H. Lee, Miles A. Pufall, Michael R. Stallcup

## Abstract

Synthetic glucocorticoids (GCs) are used to treat lymphoid cancers, but many patients develop resistance to treatment, especially to GC. By identifying genes that influence sensitivity to GC-induced cell death, we found that histone methyltransferases G9a and G9a-like protein (GLP), two glucocorticoid receptor (GR) coactivators, are required for GC-induced cell death in acute lymphoblastic leukemia (B-ALL) cell line Nalm6. We previously established in a few selected genes that automethylated G9a and GLP recruit heterochromatin protein 1γ (HP1γ) as another required coactivator. Here, we used a genome-wide analysis to show that HP1γ is selectively required for GC-regulated expression of the great majority of GR target genes that require G9a and GLP. To further address the importance of G9a and GLP methylation in this process and in cell physiology, we found that JIB-04, a selective JmjC family lysine demethylase inhibitor, increased G9a methylation and thereby increased G9a binding to HP1γ. This led to increased expression of GR target genes regulated by G9a, GLP and HP1γ and enhanced Nalm6 cell death. Finally, the KDM4 lysine demethylase subfamily demethylates G9a in vitro, in contrast to other KDM enzymes tested. Thus, inhibiting G9a/GLP demethylation potentially represents a novel method to restore sensitivity of treatment-resistant B-ALL tumors to GC-induced cell death.

## Introduction

Acute lymphoblastic leukemia (ALL) is the most common cancer of childhood, representing 30% of all childhood cancers and 80% of childhood leukemias. Treatment consists of a combination of chemotherapeutic agents, including vincristine, L-asparaginase and synthetic glucocorticoid (GC) agonists, such as dexamethasone (dex) and prednisolone^1^. With recent progress in ALL therapy, the 5-year survival rate now approaches 90%^2^. Nevertheless, about 10–20% of children with ALL do not respond to combination chemotherapy that includes GC, or they develop resistance upon relapse; this treatment resistance is strongly correlated with GC insensitivity^2–4^. Adverse side effects, including osteoporosis, hyperglycemia, hyperlipidemia, insulin resistance, muscle wasting and obesity, are frequently associated with long-term, high-dose GC treatments, such that an increased number of patients experience life-threatening morbidity by their 30s, including heart and lung disease, secondary cancers and developmental problems^5,6^. Thus, novel treatments based on an enhanced understanding of GC-induced cell death and mechanisms of resistance are clearly needed.

The natural human GC is cortisol, a steroid hormone that regulates numerous physiological functions and plays an important role in response to stress, countering inflammation, and maintenance and reestablishment of metabolic homeostasis. The powerful anti-inflammatory and immune suppressive actions of GC are mechanistically broad-based and complex, but include their pro-apoptotic effect on lymphocytes, which is relevant to their wide-spread use in treatment of many types of blood cancer^7^. GCs activate the glucocorticoid receptor (GR), which activates and represses specific genes. GR binds specific gene regulatory elements in DNA and recruits coregulators which modulate local chromatin conformation and regulate formation of active transcription complexes on neighboring gene promoter sites^8^. Coregulator actions are gene specific, i.e., each coregulator is required for only a subset of genes regulated by GR^9–13^. Thus, while GCs regulate many physiological pathways, specific coregulators are preferentially required for GC regulation of genes involved in selected GC physiological responses^12–14^. Therefore, if coregulators involved in GC regulation of the apoptosis pathway can be identified, the gene-specific nature of coregulator function may make them useful targets for selective enhancement of GC action in treatment of relapsed lymphoid cell-derived cancers while minimizing GC side effects.

Starting with a genome-wide short hairpin RNA (shRNA) screen, we recently demonstrated that coregulators G9a (EHMT2) and G9a-like protein (GLP; EHMT1) are required for efficient GC-induced apoptosis of the Nalm6 B-ALL cell line^15^. G9a and GLP are highly homologous lysine methyltransferases that serve as coactivators for some GR target genes and corepressors for others, while a third larger group of GR target genes is regulated by GC independently of G9a and GLP^13^. We showed in A549 lung adenocarcinoma cells^13^ that adjacent N-terminal methylation and phosphorylation of G9a and GLP oppositely regulate the coactivator function. Automethylated G9a and GLP recruit heterochromatin protein 1γ (HP1γ) which helps to recruit RNA polymerase II to begin transcription of GR target genes, but phosphorylation of the threonine residue adjacent to the methylation site by Aurora kinase B (AurkB) prevents HP1γ binding to G9a and GLP and thus inhibits their coactivator function^13^.

As G9a/GLP automethylation is required to recruit HP1γ as a requisite component of G9a/GLP coactivator function, we hypothesized that increasing the level of the methylation modification on G9a/GLP could increase sensitivity of the B-ALL cells to GC-induced cell death. Indeed, lysine methylation and demethylation of proteins are now known to be dynamic processes, so that inhibiting demethylation of G9a and GLP should in principle enhance their methylation status. There are two families of lysine demethylases (KDM), the lysine-specific demethylase (LSD) family and the jumonji C (JmjC) family^16^. The two LSD family members are amine oxidases which demethylate mono- and dimethyllysine residues in a flavin adenine dinucleotide-dependent manner. The JmjC family is composed, so far, of 18 JmjC domain-containing proteins which demethylate mono-, di- and trimethyllysine residues via a dioxygenase reaction requiring Fe(II) and α-ketoglutarate as cofactors^17^. Although KDMs have been primarily studied in connection with histone demethylation, they also demethylate non-histone substrates^18^. To test our hypothesis that increased G9a/GLP methylation would enhance GC-induced apoptosis of B-ALL cells, we employed inhibitors that target each KDM family to find one that increased methylation levels of G9a. To facilitate mechanistic studies, we used cells depleted of G9a, GLP or HP1γ to identify the specific GC-regulated genes that required these proteins as coactivators. The inhibitors were then tested for their ability to enhance the GC-induced expression of the G9a/GLP/HP1γ-dependent genes, the interaction of G9a and GLP with HP1γ and GC-induced apoptosis of the Nalm6 B-ALL cell line.

## Materials and methods

### Cell culture

Nalm6 cells were purchased from American Type Culture Collection and maintained in RPMI-1640 medium containing l-glutamine and 10% fetal bovine serum at 37 °C and 5% CO_2_. CV-1, 293T and A549 cells were purchased from American Type Culture Collection and maintained in Dulbecco’s modified Eagle’s medium supplemented with 10% fetal bovine serum at 37 °C and 5% CO_2_.

For JIB-04 (Tocris) and OG-L002 (Selleckchem) inhibitors, cells were treated with the indicated concentration or with equivalent volume of dimethyl sulfoxide (DMSO) for the indicated time. When indicated, cells were treated with 100 nM of dex (Sigma) or an equivalent amount of vehicle ethanol for the indicated time.

For lentivirus particle production, 293T cells were plated in 100 mm dishes and transiently transfected by Lipofectamine 3000 (Invitrogen) according to the manufacturer’s protocol with the lentiviral vector (pMK1221-shG9a, pMK1221-shGLP or pMK1221-shHP1γ) and the 3rd-generation lentiviral packaging constructs (VSV-G, RSV, MDL, Addgene nos. 12259, 12253, and 12251, respectively). The viruses were harvested by collecting the medium at 24 and 48 h post transfection. Virus-containing medium from two harvests was pooled, passed through a 0.45 μm filter and stored at −80 °C. For lentiviral transduction, 5 million Nalm6 cells were incubated with virus-containing medium and polybrene (Millipore) at the final concentration of 8 μg/ml for 5 min. Then, the mixture was transferred to 6-well plates and cells were spinfected for 2 h at 1000 × *g* and 33 °C. After spinning, virus-containing medium was removed, and cells resuspended in fresh medium. At 48 h after infection, puromycin was added (2 μg/ml) for selection of infected cells. After 72 h of selection, the resistant cell populations were used for the indicated experiments.

### Plasmids

The following plasmids were described previously: luciferase reporter plasmid MMTV-LUC (which contains glucocorticoid responsive elements), along with mammalian protein expression vectors for hG9a FL WT and hG9a FL K/R, hGR and mGrip1 and bacterial expression vectors for GST-hGLP N (amino acids 31–357) and GST-hGLP ΔN (amino acids 814–1279)^13,19,20^. pCMV-HA-KDM4A (#24180), pCMV-HA-KDM4B (#24181) and pCMV-HA-KDM4C (#24214) were obtained from Addgene.

### Quantitative real-time reverse transcription PCR (RT-qPCR)

RNA was isolated using TRIzol (Invitrogen) according to the manufacturer’s instructions. Reverse transcription reaction was performed using Superscript III (ThermoFisher) according to specifications with 1 μg of total RNA as template. Quantitative PCR amplification of the resulting complementary DNA (cDNA) was performed on a Roche LightCycler 480 using SYBR green I master mix (Roche). Messenger RNA (mRNA) levels were normalized to the level of β-actin mRNA. The following primers were used to detect mRNA. TSC22D3 (forward primer, 5′-GCTGTGAGAGAGGAGGTGGA-3′; reverse primer, 5′-CTTCAGGGCTCAGACAGGAC-3′), TXNIP (forward primer, 5′-GCCACACTTACCTTGCCAAT-3′; reverse primer, 5′-GTTGCAGCCCAGGATAGAAG-3′), LILRA2 (forward primer, 5′-GGAAGTCCTGTGACCCTCAG-3′; reverse primer, 5′-GTGTTCCCAGGTGATGGATG-3′), LDLRAD4 (forward primer, 5′-AGTTCGCCCAAATCATCATC-3′; reverse primer, 5′-GGGCGGTTGATGAAGGAC-3′), ARHGAP6 (forward primer, 5′-CCTCTTGCCCATCTTTGCT-3′; reverse primer, 5′-TGTTGGAGCCGGAGGAAC-3′), ZNF831 (forward primer, 5′-AAAGGGAATTTCTTGCAGAGC-3’; reverse primer, 5′-CATGGCTTCAGTCCCTCAA-3′), β-actin (forward primer, 5′-CCACACTGTGCCCATCTACG-3′; reverse primer, 5′-AGGATCTTCATGAGGTAGTCAGTCAG-3′).

### RNA-sequencing analysis

Quality of the cDNA was assessed using Agilent Technologies 2100 Bioanalyzer. A total of 24 high-quality samples (8 conditions × 3 replicates each) were submitted to DNA Link, Inc. for library preparation and sequencing. Illumina NEXTseq 500 was used to generate paired-end 75 bp RNA-sequencing data for all the samples. Sequencing results produced 37–48 million raw reads per sample. RNA-sequencing data have been submitted to Gene Expression Omnibus (GEO) (GSE accession number GSE117796). After trimming the raw reads for quality and adapter sequence, the samples were mapped using HISAT2 against the hg19 human reference genome^21^. Mapped reads were quantified to known RefSeq genes using the GenomicAlignments R package^22^. Gene expression levels were normalized with the upper quantile method and lowly expressing genes were excluded such that genes with more than one count per million in at least two samples were analyzed^23^. We implemented the remove unwanted variation strategy to account for batch effects between samples^24^. Differentially expressed genes were identified with edgeR using a fold change expression cutoff where indicated and false discovery rate adjusted *p* value ≤ 0.05^25^. Box plots were generated using R. The horizontal center lines indicate the median with the upper and lower box limits denoting the 25th and 75th percentile, respectively. The whiskers extend 1.5 times the interquartile range from the 25th and 75th percentiles. The *p* values indicating statistical significance between the datasets in the box plots were obtained using the Mann–Whitney *U* test.

### Immunoprecipitation and immunoblot

Cell extracts were prepared in RIPA buffer (50 nM Tris-HCl, pH 8, 150 mM NaCl, 1 mM EDTA, 1% NP-40 and 0.25% deoxycholate) supplemented with protease inhibitor tablets (Roche Molecular Biochemicals) and phosphatase inhibitors (1 mM NaF, 1 mM Na_3_VO_4_, and 1 mM β-glycerophosphate). Protein extracts were incubated overnight at 4 °C with shaking with 1 μg of antibodies against HA epitope (Roche Applied Science 3F10) or pan methyllysine (AbCam ab-23366). Protein A/G plus agarose beads (Santa Cruz sc-2003) were added, and the mixture was incubated for 2 h at 4 °C. The immunoprecipitates were separated on sodium dodecyl sulfate–polyacrylamide gel electrophoresis. Immunoblots were performed with primary antibodies against G9a (Sigma G6919), β-actin (Sigma A5441), GLP (Millipore 09-078), HP1γ (Abcam ab10480), cleaved Caspase 3 (Cell Signaling 9664S), cleaved Caspase 7 (Cell Signaling 8438S), cleaved PARP1 (Cell Signaling 9541S), HA epitope (3F10 Roche Applied Science), H3K9me2 (Cell signaling 4858S), histone H3 (Cell signaling 4499), GAPDH (Sigma G9545) or Flag (Sigma F1804). Secondary antibodies from Promega were used for chemiluminescence detection using ECL prime detection reagent (Amersham) according to the manufacturers’ instructions.

### Cell death assays

Cells were plated in CellStar low evaporation lid 96-well round-bottom plate at a density of 250,000 cells/ml. Cells were treated directly after plating in triplicate with serial dilutions of dexamethasone or vehicle control (0.1% ethanol) plus other additions as indicated. After 72 h, cell viability of each well was analyzed in duplicate using the Presto Blue Assay Reagent (Life Technologies). Fluorescence was measured, and data were analyzed using Prism6 software.

### Luciferase assays

CV-1 cells were plated in 24-well plates the day before transfection. Cells were transfected using Lipofectamine 2000 (Invitrogen) with the indicated plasmids according to the manufacturer’s protocol. After transfection, the cells were grown in hormone-free medium with 5% charcoal-stripped serum for 48 h in the presence or absence of 100 nM dex. Cell lysis and luciferase assays on cell extracts were performed with Promega luciferase assay kit.

### Cell migration

A549 cells suspended in serum-free medium were plated in the upper part of a 24-well, 8 μm pore, Transwell cell migration chamber (Cell Biolabs Inc, San Diego, CA, USA) according to the manufacturer’s protocol as previously described^13^.

### Proximity ligation assays

The experiments were performed following the manufacturer’s instructions as previously described^26,27^. The samples were analyzed on Zeiss Imager.Z1 fluorescence microscope. For each sample, interactions were counted for 1000 cells using ImageJ software^28^.

### In vitro methylation and demethylation assays

For G9a methylation 1 μg of recombinant G9a protein (hG9a FL, Active Motif, #31410) was incubated with 1 mM unradiolabeled *S*-adenosylmethionine (SAM, New England Biolabs, B9003S) for 3 h at room temperature in methylation buffer (50 mM Tris-HCl pH 8.6, 0.02% Triton X-100, 2 mM MgCl_2_, 1 mM TCEP (tris(2-carboxyethyl)phosphine)). For GLP methylation bacterially produced glutathione *S*-transferase (GST) fusion proteins (2 μg) of N-terminal fragments of GLP (GST-hGLP N) were incubated for 90 min at 30 °C with GST-hGLP ΔN in the presence of 1 mM of unradiolabeled SAM.

For in vitro demethylation assay, previously methylated hG9a FL or GST-hGLP N were separated from residual SAM using the Amicon Ultra Centrifugal Filter Units (Millipore). Then, methylated product was incubated with the following recombinant protein demethylases from Active Motif: JMJD1A/KDM3A (#31456), JMJD2A/KDM4A (#31457), JMJD2B/KDM4B (#31501), JMJD2C/KDM4C (#31458), JARID1A/KDM5A (#31431) or JMJD3/KDM6B (#31519) or GST as a control for 3 h at room temperature in demethylation buffer (50 mM Hepes pH 7.5, 0.02% Triton X-100, 100 μM 2-Oxoglutarate, 100 μM Ascorbate, 50 μM (NH_4_)_2_Fe(SO_4_)_2_·6H_2_O, 1 mM TCEP). Methylation status was analyzed by immunoblot using pan methyllysine antibody (ab-23366, Abcam). Then, the polyvinylidene difluoride membrane was incubated in a Coomassie brilliant blue staining solution and destained to observe the recombinant proteins.

## Results

### HP1γ is required for G9a/GLP coactivator function

Because we previously found that HP1γ is selectively required for GC-induced expression of several genes that require G9a and GLP as coactivators^13^, we employed RNA interference and RNA-sequencing to explore whether this association applies genome-wide. 

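Nalm6 is an established human B-cell precursor leukemia cell line, and dexamethasone (dex) is a synthetic glucocorticoid that activates the glucocorticoid receptor. RNA was sequenced from 24 libraries, 3 biological replicates of each of 8 conditions. The conditions were cells expressing shNS, or shRNA against G9a (gene EHMT2), GLP (gene EHMT1) or HP1γ (gene CBX3), each treated for 8 h with 100 nM dex or with ethanol. The sample labels place the replicates on separate days. The authors trimmed paired-end reads of 75 bp, mapped them to hg19 (GRCh37) with HISAT2 and counted them on RefSeq transcripts with GenomicAlignments. They then applied upper quantile normalization, kept genes with more than 1 CPM (counts scaled to library size) in at least 2 samples, corrected for unwanted variation (RUV) and tested with edgeR. The deposited table of expression values is named for CPM, but it holds whole numbers with library totals from 9289533 to 14387770 and was therefore read as raw counts, 1 value per RefSeq accession and library. The median total was 11132064.5 over all libraries, 11426681 for shNS ethanol and 11548658 for shNS dex. Among the depleted groups the median total was lowest for shHP1γ ethanol, at 10430714, and highest for shG9a ethanol, at 11451228. Trimming, mapping and counting are thus included in the values, whereas normalization, filtering and the correction for unwanted variation are not. After upper quartile scaling, 10167 transcripts of 9386 genes passed the paper's filter and were tested with edgeR's quasi-likelihood method in a single model of all 24 libraries, with the replicate number as a term in place of RUV. P values were adjusted by the Benjamini-Hochberg method over all tested transcripts, and the paper's limit of 0.05 was kept. Each accession was tested on its own, so the counts given for comparisons A to D are counts of transcripts. CPM values are normalized CPM with the SD over 3 replicates, and coordinates are those of GRCh37. With 3 replicates against 3, a permutation test of a single gene cannot give a p below 0.1, so significance rests on the model fitted across all transcripts.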

RNAs were prepared from the B-ALL cell line Nalm6 expressing shRNA against G9a, GLP, HP1γ or a non-specific sequence (shNS) and treated with either 100 nM dex or vehicle ethanol for 8 h. 

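In the RNA-seq libraries, the depletion of GLP and HP1γ could be followed only at low depth. EHMT1, on chromosome 9 from 140513444 to 140764468, was represented by NM_001354259, with 18 to 34 reads per shGLP library and 29 to 50 per shNS library. Its level was 2.59 ± 0.605 CPM (SD, n = 6, the ethanol and dex libraries of 3 replicates) with shGLP and 3.69 ± 0.625 CPM (SD, n = 6) with shNS, a mean of 73.0% of the shNS library of the same replicate and treatment. The level was lower in 6 of 6 such pairs, which come from 3 replicates. With ethanol and dex averaged per replicate, it was lower in 3 of 3 (exact 2-sided permutation test, p = 0.25, the smallest that 3 replicates allow). Across all tested transcripts, the change in dex-treated cells alone did not pass the limit (log2 fold change -0.37, standard error 0.21, adjusted p = 0.41 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). CBX3, on chromosome 7 from 26240782 to 26253227, was represented by 2 transcripts. NM_016587 was lower with shHP1γ in 6 of 6 pairs, at 70.9% of shNS, with 18 to 38 reads per shHP1γ library. NM_007276 was lower in 4 of 6 pairs, at 87.3% of shNS. Averaged per replicate, NM_016587 was lower in 3 of 3 and NM_007276 in 2 of 3. In dex-treated cells, neither CBX3 transcript passed the adjusted limit, with log2 fold changes of -0.61 (adjusted p = 0.142, edgeR) and -0.15 (adjusted p = 0.842, edgeR). The percentages are geometric means after 0.5 CPM was added to each level, which brings them closer to the shNS level. The other listed EHMT1 accessions were at 0 in every library. Reads matching more than 1 accession may have been left out, so these percentages do not measure the depletion of the whole mRNA. The mRNA of G9a (EHMT2) was not analysed here.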

In three biological replicates G9a, GLP and HP1γ protein and mRNA were efficiently depleted by the relevant shRNA (Fig. S1a-b). 

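In shNS cells, 194 transcripts of 179 genes changed by at least 2-fold after dex with an adjusted p of at most 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of these, 161 rose and 33 fell, and the median absolute log2 fold change was 1.65, or 1.64 with the 18 transcripts that had a group at or under 3 counts set to their limit. Without the fold change requirement, 1012 transcripts passed. The setting that moved this count most was a stricter filter of at least 5 CPM on average, which gave 88 transcripts. Transcripts with at least 1 CPM on average that moved the same way in 3 of 3 replicates were ranked by fitted log2 fold change. The largest rises were in GHRHR (NM_000823, chromosome 7 from 30978284 to 31032869), OR7A5 (NM_017506), P2RY14 (NM_014879), RASSF4 (NM_032023) and LINC00319 (NR_026960). GHRHR was listed at 0 in every shNS ethanol library and rose to 2.86 ± 0.444 CPM (SD, n = 3) after dex, at least 10.9-fold above the limit that 3 counts set. By the same limit, OR7A5 was at least 44.3-fold higher, P2RY14 at least 20.6-fold and LINC00319 at least 14.5-fold. At its bound, GHRHR would lie below TSC22D3 (NM_004089, log2 fold change 3.47), so its place among the largest rises is uncertain. RASSF4, on chromosome 10 from 45454855 to 45491339, rose from 3.44 ± 0.637 to 70.6 ± 2.74 CPM (SD, n = 3 each), a log2 fold change of 4.37 (standard error 0.21, adjusted p = 4.08e-13, edgeR). Among the same transcripts, the largest falls were in KLHL33 (NM_001109997), GP5 (NM_004488), JPH2 (NM_020433), IL1B (NM_000576) and LRRC2-AS1 (NR_073385), with log2 fold changes from -1.96 to -1.74. GP5, on chromosome 3 from 194115550 to 194119995, went from 32.3 ± 2.53 to 8.59 ± 2.17 CPM (SD, n = 3 each; log2 fold change -1.93, standard error 0.28, adjusted p = 2.88e-05, edgeR). KLHL33 had a mean of 11.33 counts over all libraries, so its change of -1.96 (adjusted p = 0.0436, edgeR) has a standard error of 0.61. It did not pass the limit without replicate 1 (adjusted p = 0.173) or replicate 3 (-1.25, adjusted p = 0.419), without shNS dex replicate 1 (adjusted p = 0.119) or 3 (-1.21, adjusted p = 0.277), or without the replicate number in the model (adjusted p = 0.0679, all edgeR). Under DESeq2 the adjusted p was 0.0572 and under limma with pseudocount 1 it was 0.0601, so its place among the largest falls is uncertain. JPH2 did not pass the limit without replicate 3 (-1.35, adjusted p = 0.0912, edgeR). LRRC2-AS1 changed by less than 2-fold under limma with pseudocount 1 (log2 fold change -0.78).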

We identified 269 genes for which the mRNA level was changed significantly and by at least 2-fold in the shNS cells after 8 h of dex treatment (Fig. 1a, comparison A; Fig. 1b, c, white circle). We then identified the subset of dex-regulated genes that require G9a and GLP for dex-regulated expression. Because the dex-induced cell phenotype is determined more by the levels of gene products after dex treatment than by the dex-induced fold change, we analyzed the effect of G9a and GLP depletion by comparing gene expression profiles in the dex-treated cells expressing shNS versus shG9a (Fig. 1a, comparison B; Fig. 1b, green circle) or shGLP (Fig. 1a, comparison C; Fig. 1b, blue circle). 

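In dex-treated cells, 895 of the 10167 transcripts differed between shG9a and shNS at an adjusted p of at most 0.05 with no fold change cutoff, 445 higher and 450 lower with shG9a (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Between shGLP and shNS, 587 transcripts differed, 337 higher and 250 lower. Many of the changes were small. With shG9a, 422 of the transcripts changed by less than 1.3-fold and 105 by at least 2-fold, and with shGLP these numbers were 193 and 118. Under DESeq2's scaling and test the percentage of shGLP calls that were higher was 47.1%, against 57.4% here, so no predominant direction is stated for shGLP. The counts depended strongly on the replicates. Without replicate 3, the comparisons gave 157 transcripts for shG9a and 167 for shGLP. Fitting only the 2 groups compared gave 167 and 1295.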

For determining genes that are G9a or GLP dependent, differentially expressed genes are defined as those with a significant *p* value (*p* < 0.05) and no fold change cutoff, in order to maximize the number of genes included and thus provide more statistical power for subsequent analysis. By overlapping the sets of genes identified in comparisons A, B and C, we identified 88 genes common to all three sets (Fig. 1b, central red overlap). 

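Of the 194 dex-regulated transcripts, 38 passed the limits of both comparison B and comparison C. Dex had raised 32 of them and lowered 6. Depletion of G9a lowered all 32 induced and raised all 6 repressed transcripts, against the effect of dex, and depletion of GLP did so for 31 of the 32 and for the 6. Their median level over all libraries was 32.9 CPM, with a median of 371.0 counts per library. In 40 simulated data sets in which depletion had no effect but the shNS dex libraries were shared, 0 transcripts passed all 3 limits. Left out in turn, replicates and single libraries gave 12 (without replicate 3) to 54 transcripts (without the shHP1γ libraries of replicate 1).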

We classified these genes as dex regulated and G9a/GLP dependent. A similar analysis identified 1337 HP1γ-dependent genes by comparing gene expression profiles in the dex-treated cells expressing shNS versus shHP1γ (Fig. 1a, comparison D; Fig. 1c, purple circle). 

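Between shHP1γ and shNS cells treated with dex, 416 transcripts differed at an adjusted p of at most 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of these, 259 were higher and 157 lower with shHP1γ, a split of 62.3% higher that turned to 45.2% with DESeq2's scaling and test. A change of at least 2-fold was seen for 76 of them and one of less than 1.3-fold for 154. Leaving out replicate 3 gave 67 transcripts, the lowest number of any setting, and the highest was 779, from a likelihood ratio test with 2 RUV factors.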

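The transcripts of comparison D included 54 of the dex-regulated ones, 42 induced and 12 repressed by dex in shNS cells. HP1γ depletion lowered 41 of the 42 and raised all 12. In the fits that each left out a replicate or a library, this overlap held between 17 and 69 transcripts.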

The overlap between HP1γ-regulated genes and the dex-regulated genes gave us the genes that are dex regulated and HP1γ dependent (Fig. 1c, light purple overlap). 

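Of the 38 transcripts that required G9a and GLP, 27 were also among the 54 that required HP1γ. Dex had induced 24 of these and repressed 3. Depletion opposed the dex effect in all 27 for G9a and GLP, and in 23 of the 24 induced and 3 of the 3 repressed transcripts for HP1γ. Ranked by the smallest of their 3 changes on depletion, the first were LRRC2-AS1 (NR_073385), KCNJ2 (NM_000891), CST7 (NM_003650), CYTH3 (NM_004227) and C1orf186 (NM_001007544, named RHEX in newer annotation). CYTH3, on chromosome 7 from 6201410 to 6312275, had 119.0 ± 1.5 CPM (SD, n = 3) in shNS cells with ethanol and 412.0 ± 32.3 CPM (SD, n = 3) with dex. In dex-treated cells it fell to 205.0 ± 12.0 CPM with shG9a, 193.0 ± 8.6 with shGLP and 200.0 ± 16.7 with shHP1γ (SD, n = 3 each). The log2 fold changes were -1.01 (adjusted p = 6.58e-08), -1.10 (adjusted p = 1.4e-08) and -1.04 (adjusted p = 5.15e-08, edgeR), each with a standard error of 0.09 and in 3 of 3 replicate pairs. KCNJ2, on chromosome 17 from 68164814 to 68176185, was repressed by dex to 13.2 ± 1.72 CPM (SD, n = 3) and rose on depletion by log2 fold changes of 1.39, 1.11 and 1.48 with shG9a, shGLP and shHP1γ (largest adjusted p = 4.59e-05, edgeR). In ethanol, KCNJ2 was already higher with shG9a (log2 fold change 0.70, adjusted p = 0.00274) and shHP1γ (0.65, adjusted p = 0.00777, edgeR). With shGLP it was not called there (0.31, adjusted p = 0.299, edgeR). For no depletion did the change in its dex effect pass the limit (smallest adjusted p = 0.265, edgeR). C1orf186, on chromosome 1 from 206238882 to 206288197, was induced from 24.7 ± 0.932 to 133.0 ± 21.7 CPM (SD, n = 3 each) and changed by -1.05, -0.89 and -0.93. LRRC2-AS1 and CST7 had means of only 21.33 and 13.58 counts per library. LRRC2-AS1 changed by log2 fold changes of 2.72, 1.69 and 2.03 on depletion, and CST7 by -2.69, -1.45 and -1.11. Both depend on the setting. The HP1γ change of CST7 (adjusted p = 0.0389, edgeR) did not pass the limit without replicate 1 (adjusted p = 0.0786), replicate 2 (adjusted p = 0.261) or replicate 3 (adjusted p = 0.231), without any one of the shNS dex libraries (adjusted p from 0.111 to 0.139), or without the replicate number in the model (adjusted p = 0.105, all edgeR). Its GLP change did not pass without replicate 2 (-1.20, adjusted p = 0.125, edgeR) or replicate 3 (-1.68, adjusted p = 0.0728, edgeR) or under limma with pseudocount 0.1 (adjusted p = 0.0545), and its dex induction did not pass without replicate 3 (1.34, adjusted p = 0.11, edgeR). The GLP change of LRRC2-AS1 did not pass without replicate 1 (adjusted p = 0.0666) or replicate 3 (adjusted p = 0.0791, edgeR). In ethanol, LRRC2-AS1 was already higher with shG9a (log2 fold change 1.25, adjusted p = 0.00187, edgeR), and not called with shGLP or shHP1γ. CYTH3, C1orf186 and CST7 were called for no depletion in ethanol. The paper's text does not say whether counting used the strand, so the values of the antisense transcript LRRC2-AS1 are uncertain.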

The comparison between the 88 dex-regulated, G9a/GLP-dependent genes (Fig. 1b) and the 116 dex-regulated, HP1γ-dependent genes (Fig. 1c) gave us 67 dex-regulated genes that are dependent on G9a, GLP and HP1γ (Fig. 1d, pink overlap). Overall, 76% (67 of 88) of the dex-regulated genes that require G9a and GLP also require HP1γ for their dex-regulated expression (Fig. 1d, lower diagram). In contrast, only 13 of the 95 dex-regulated genes that are independent of G9a and GLP (14%) require HP1γ for their dex-regulated expression (Fig. 1e). 

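In the counts, HP1γ dependence was called for 71.1% of the G9a/GLP-dependent, dex-regulated transcripts, with a 95% Wilson confidence interval across transcripts of 55.2% to 83.0%. Transcripts are not independent replicates, and comparisons A to D share the same 3 libraries of dex-treated shNS cells, so chance deviations of those libraries enter all 4 comparisons. In 40 simulated data sets, the HP1γ effects were moved at random among dex-regulated transcripts of similar abundance while the shNS dex libraries stayed shared, and the percentage had a median of 49.0% and a highest value of 63.8%. These data sets gave more calls than the data, with a median of 693 in comparison D against 416. With the effects left in place, 10 simulated data sets also gave more, with a median of 582.5, and their percentage had a median of 72.2%. The simulated percentages include the effect of the level of counts on the calls as well as that of the shared libraries. Moving the HP1γ effects did not keep their direction against dex. In the median, 69.2% of dex-regulated transcripts then moved against dex on HP1γ depletion, whereas 88.1% did so in the data. The moved data sets therefore do not isolate the effect of the shared libraries. Without a fold change cutoff, the settings tried gave from 61.1% (RUV with 1 factor) to 82.9% (DESeq2). Fits of only the groups compared (62.5%) and the fit without shNS dex replicate 2 (62.1%) also lay below the highest simulated value, which was obtained under the model used here and not under these settings.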

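Of the 194 dex-regulated transcripts, 103 passed the limit in neither comparison B nor comparison C. HP1γ dependence was called for 6 of these, or 5.83% (95% Wilson interval 2.70% to 12.1%). The difference from the G9a/GLP-dependent transcripts was larger than chance gives across transcripts (Fisher's exact test, 2-sided, p = 1.07e-14). It was also larger than in the simulated data sets with moved HP1γ effects, where the 2 percentages differed by 34.2 points in the median and by 51.0 at most, against 65.2 points here. The independent transcripts had lower counts than the dependent ones, with a median of 1.91 CPM and 21.6 counts per library, and the median standard error of their log2 fold change in comparison D was 0.282 against 0.103. Among transcripts with at least 5 CPM on average, HP1γ dependence was called for 24 of 31 dependent and 3 of 24 independent transcripts (Fisher's exact test, 2-sided, p = 1.85e-06). With independence defined by an unadjusted p above 0.2 in both comparisons, 22 transcripts remained, and 0 of them were called for HP1γ (95% Wilson interval up to 14.9%). Without a filter on low counts the percentage was 14.3%.

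**Figure D1:**
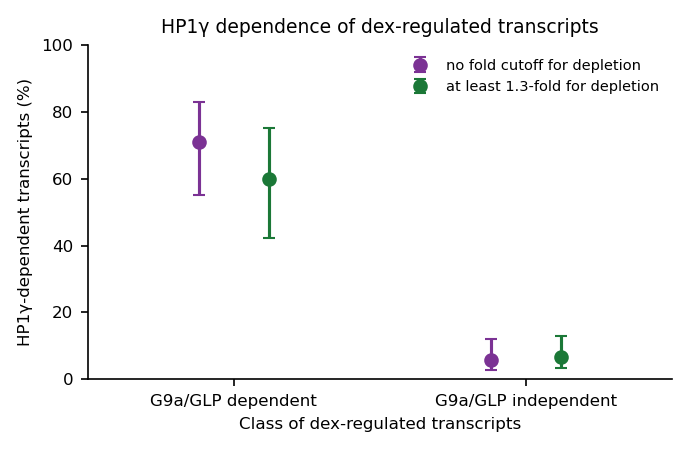
Percentage of dex-regulated transcripts called HP1γ dependent (vertical axis, percent) among G9a/GLP-dependent and G9a/GLP-independent transcripts, with no fold change cutoff and with a 1.3-fold cutoff for the depletions. Error bars are 95% Wilson intervals across transcripts, and the dependent transcripts lie above the independent ones under both definitions.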

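When a change of at least 1.3-fold was also required for the depletions, 30 dex-regulated transcripts depended on G9a and GLP, 48 on HP1γ and 18 on all 3. HP1γ dependence was thus called for 60.0% of the G9a/GLP-dependent transcripts (95% Wilson interval 42.3% to 75.4%). Among 106 transcripts independent of G9a and GLP under this definition, it was called for 7, or 6.60% (95% Wilson interval 3.24% to 13.0%; Fisher's exact test across transcripts, 2-sided, p = 1.65e-09). Fisher's test does not take the shared shNS dex libraries into account. In the 40 simulated data sets with moved HP1γ effects and the same libraries shared, this definition gave 39.0% of the dependent transcripts in the median and 52.6% at most. The 2 percentages then differed by 21.7 points in the median and by 40.9 at most, against 53.4 points here. Leaving the replicate number out of the model moved the first percentage most, to 80.0%, on 15 transcripts.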

A similar analysis with G9a-, GLP- or HP1γ-dependent genes defined by a more stringent 1.3-fold change caused by coregulator depletion produced similar results, confirming our conclusions (Fig. S2).

**Fig. 1:**
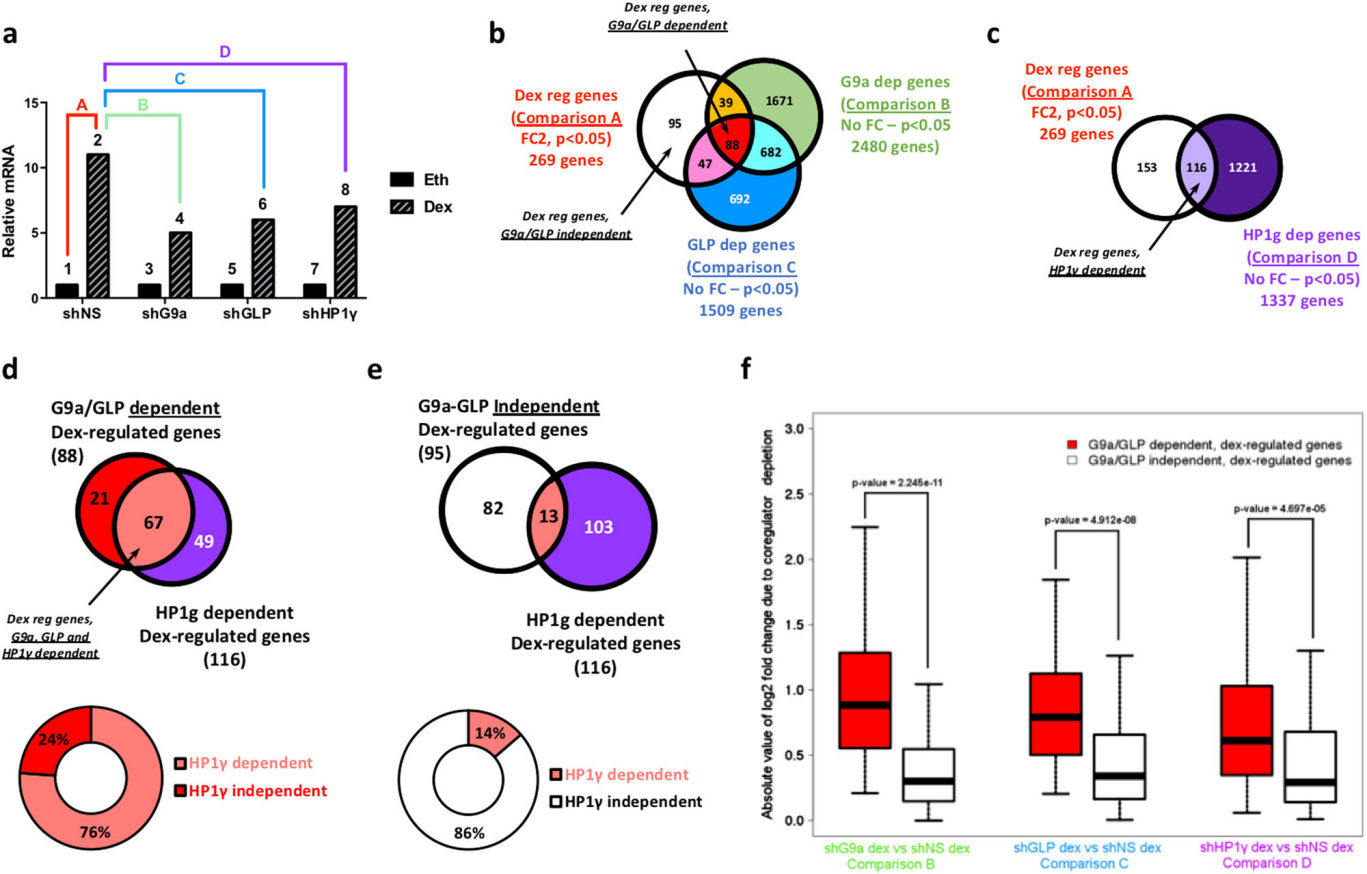
HP1γ is required for expression of most dex-regulated genes that are G9a/GLP dependent. Genome-wide RNA-sequencing analysis was performed on Nalm6 cells to identify the genes dependent on G9a, GLP and HP1γ for dex-regulated expression. **a** Hypothetical results of gene expression profiles for a given gene illustrate how specific pairwise comparisons between datasets for individual samples were performed. Numbered bars represent hypothetical mRNA levels from RNA-seq data for cells expressing the indicated shRNA and treated for 8 h with ethanol (Eth) or 100 nM dex. Colored letters represent pairwise comparisons performed to determine sets of genes for which the mRNA levels were significantly different between the bracketed cell samples: i.e., comparison A = set of dex-regulated genes (fold change ≥2, adjusted *p* ≤ 0.05); comparison B = set of G9a-dependent genes (no fold change cutoff, adjusted *p* ≤ 0.05); C = set of GLP-dependent genes (no fold change cutoff, adjusted *p* ≤ 0.05); D = set of HP1γ-dependent genes (no fold change cutoff, adjusted *p* ≤ 0.05). **b** White Venn diagram represents the dex-regulated genes in cells expressing shNS (comparison A); green Venn diagram, G9a-dependent genes in dex-treated cells (comparison B); blue Venn diagram, GLP-dependent genes in dex-treated cells (comparison C). Overlap areas indicate the number of genes shared among sets. **c** White Venn diagram represents the dex-regulated genes in cells expressing shNS (comparison A); purple Venn diagram, HP1γ-dependent genes in dex-treated cells (comparison D). Overlap areas indicate the number of genes shared among sets. **d** Red Venn diagram represents the dex-regulated genes that are dependent on both G9a and GLP, identified in the red overlap area of (**b**); purple Venn diagram, dex-regulated genes that are HP1γ dependent, identified in the light purple overlap area of (**c**). The percentages of dex-regulated, G9a/GLP-dependent genes that are HP1γ dependent or HP1γ independent are represented in the donut graph. **e** White Venn diagram represents the dex-regulated genes that are independent of both G9a and GLP, identified in the white sector of (**b**); purple Venn diagram, dex-regulated genes that are HP1γ dependent, identified in the light purple overlap area of (**c**). The percentages of dex-regulated, G9a/GLP-independent genes that are HP1γ dependent or HP1γ independent are represented in the donut graph. **f** Boxplot of the absolute value of log_2_ fold change in mRNA levels due to depletion of G9a, GLP or HP1γ. Gene expression changes caused by depletion of G9a, GLP, and HP1γ in dex-treated cells are shown for all dex-regulated genes that are G9a/GLP dependent (red) and G9a/GLP independent (white)

For a more quantitative analysis of the global effect of coregulator depletion, we analyzed the absolute change due to HP1γ depletion of the mRNA levels in dex-treated cells for all dex-regulated, G9a/GLP-dependent genes and for all dex-regulated, G9a/GLP-independent genes (Fig. 1f). The absolute changes in mRNA levels due to HP1γ depletion were significantly greater for the G9a/GLP-dependent, dex-regulated genes in comparison with the G9a/GLP-independent, dex-regulated genes (Fig. 1f, right diagram), indicating that HP1γ is preferentially required for the same subset of dex-regulated genes that require G9a and GLP. 

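The median absolute log2 fold change on HP1γ depletion was 0.56 (interquartile range 0.36 to 0.91) over the 38 G9a/GLP-dependent transcripts and 0.34 (interquartile range 0.17 to 0.59) over the 103 independent ones. The difference of 0.22 had p = 0.00035 in a 2-sided rank-sum permutation test with 100000 permutations across transcripts. H2AFB2 (NM_001017991), listed at 0 in each shNS dex library and 1 of several near-identical histone genes, was the 1 dependent transcript at or under 3 counts in the shNS or shHP1γ dex group, and with its change set to the bound the dependent median was 0.52. In the 40 simulated data sets with HP1γ effects moved to other transcripts, the difference had a median of 0.04 and a highest value of 0.17. Under DESeq2 the difference was 0.07 and not significant (p = 0.131, permutation test), whereas every other setting tried kept p at or below 0.019. From this difference, the paper concludes that HP1γ acts preferentially on the dex-regulated genes for which G9a and GLP are needed.

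**Figure D2:**
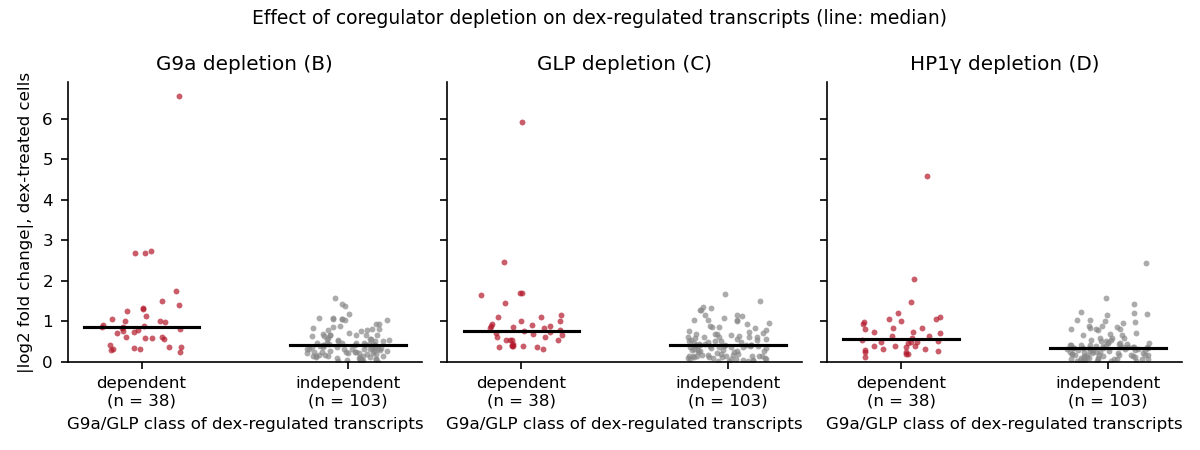
Absolute log2 fold change in dex-treated cells (vertical axis) on depletion of G9a, GLP or HP1γ for G9a/GLP-dependent (n = 38) and G9a/GLP-independent (n = 103) dex-regulated transcripts. Each point is a transcript and each line a median, and the dependent median is the higher in all 3 panels. The highest dependent point is H2AFB2, whose fitted change has no precision at its low counts.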

To compare these results to a positive control, the same type of analysis for G9a depletion and GLP depletion produced results similar to those for the HP1γ depletion (Fig. 1f, left and middle diagrams).

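On G9a depletion, the median absolute log2 fold change was 0.85 (interquartile range 0.59 to 1.22) for the dependent and 0.41 (interquartile range 0.21 to 0.66) for the independent transcripts. The difference of 0.44 had p = 1e-05 in the rank-sum permutation test, the smallest that 100000 permutations can give. On GLP depletion the medians were 0.76 (interquartile range 0.53 to 1.01) and 0.41 (interquartile range 0.17 to 0.68), a difference of 0.35 with p = 2e-05 in that permutation test. The dependent transcripts were selected by these same comparisons, so part of both differences follows from the selection.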

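Table S1 lists 38 genes, of which 37 had at least 1 tested transcript, 48 transcripts in total, and H2AFB3 itself had none. The entry for H2AFB3 includes other genes that are not named. It may cover H2AFB2, which was tested but not counted for this entry. At an adjusted p of at most 0.05 over all transcripts (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 35 of the genes were called in comparison A, 30 in B, 21 in C and 24 in D, and 16 in all 4. Adjusted over the list alone, 37, 36, 35 and 31 genes were called, and 30 in all 4. The study chose the list on these samples, so the counts over the list alone are not independent evidence. Depletion moved the 48 transcripts against the effect of dex in 48 cases for G9a, 46 for GLP and 48 for HP1γ. Without replicate 3, the number of genes called in all 4 comparisons was 6.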

A pathway analysis of the 67 genes that require G9a, GLP and HP1γ for their dex-regulated expression level indicated that genes involved in cell cycle, cellular growth and proliferation, and cell death and survival were enriched (Fig. 2a, Table S1), consistent with the role of these three coregulators in facilitating dex-induced death of Nalm6 cells. Among the subset of dex-induced genes that require G9a, GLP and HP1γ, we identified TXNIP and TSC22D3 (aka GILZ), two master genes of GC-induced apoptosis^29–31^ (Table S1). 

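TXNIP lies on chromosome 1 from 145438490 to 145442635, and its transcript NM_006472 had 25.5 ± 4.48 CPM in shNS cells with ethanol and 66.8 ± 6.87 CPM with dex (SD, n = 3 each). In dex-treated cells it had 39.1 ± 7.15 CPM with shG9a, 41.0 ± 6.06 with shGLP and 37.4 ± 2.85 with shHP1γ (SD, n = 3 each), lower than shNS in 3 of 3 replicate pairs for each. The log2 fold change was 1.40 for dex in shNS cells (standard error 0.09, adjusted p = 1.98e-10, edgeR). On depletion it was -0.78 for G9a (adjusted p = 6.18e-06), -0.71 for GLP (adjusted p = 1.71e-05) and -0.83 for HP1γ (adjusted p = 2.81e-06, edgeR). A second transcript, NM_001313972, with a mean of 10.33 counts, was called for dex and not for the depletions. TSC22D3 lies on chromosome X from 106956451 to 107020572. Its transcript NM_004089 rose from 8.06 ± 0.903 to 89.0 ± 8.95 CPM after dex in shNS cells (SD, n = 3 each; log2 fold change 3.47, standard error 0.16, adjusted p = 2.72e-13, edgeR). With shG9a and dex it had 45.7 ± 8.55 CPM (SD, n = 3; log2 fold change -0.97, adjusted p = 4.3e-05, edgeR) and with shGLP 50.7 ± 9.62 CPM (SD, n = 3; log2 fold change -0.83, adjusted p = 0.000215, edgeR). In ethanol, shG9a cells were already lower than shNS cells, at 3.11 ± 0.866 CPM (SD, n = 3; log2 fold change -1.39, adjusted p = 0.000599, edgeR). The log2 fold change for dex was therefore not smaller with shG9a (3.89) than with shNS, and was 3.22 with shGLP. With shHP1γ and dex it had 76.0 ± 30.9 CPM (SD, n = 3), lower than shNS in 2 of 3 replicate pairs, and the log2 fold change of -0.27 did not pass the limit (adjusted p = 0.308, edgeR). Without the shHP1γ libraries of replicate 1 the log2 fold change was -0.53 (adjusted p = 0.00343, edgeR). Without the replicate number in the model, the GLP change of -0.81 had an adjusted p of 0.0538 (edgeR), and without replicate 3 it was -0.72 with an adjusted p of 0.064 (edgeR). The other tested TSC22D3 transcripts, NM_001015881 and NM_198057, had means of 8.458 and 4.458 counts. In the main fit they were called for dex and not for the depletions, with log2 fold changes on HP1γ depletion of -0.06 and -0.08.

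**Figure D3:**
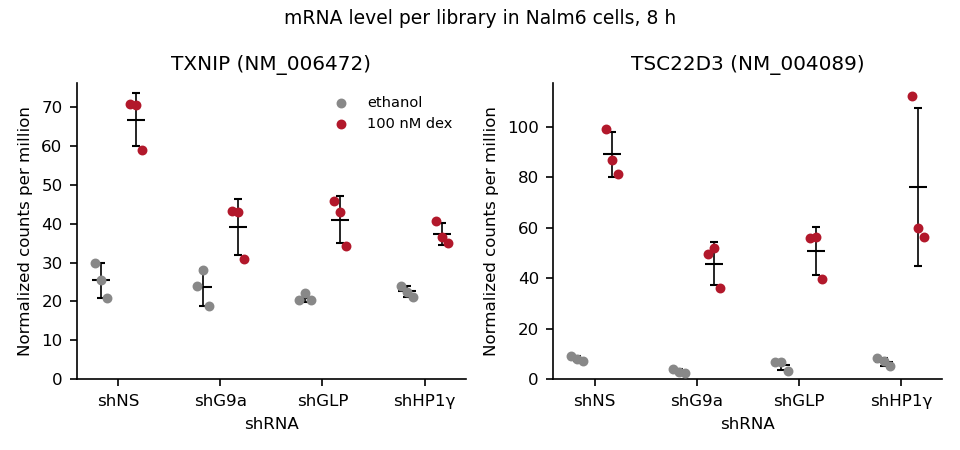
Normalized CPM (vertical axes) of TXNIP NM_006472 and TSC22D3 NM_004089 in shNS, shG9a, shGLP and shHP1γ cells treated with ethanol or dex. Points are single libraries, horizontal lines the mean and error bars the SD (n = 3), and the shHP1γ dex libraries spread most for TSC22D3 (SD 30.9).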

Dex-induced expression of TXNIP contributes to an increase in oxidative stress, whereas dex induction of TSC22D3 inactivates nuclear factor-κB and activator protein-1 (AP-1) survival pathways^29,32,33^.

**Fig. 2:**
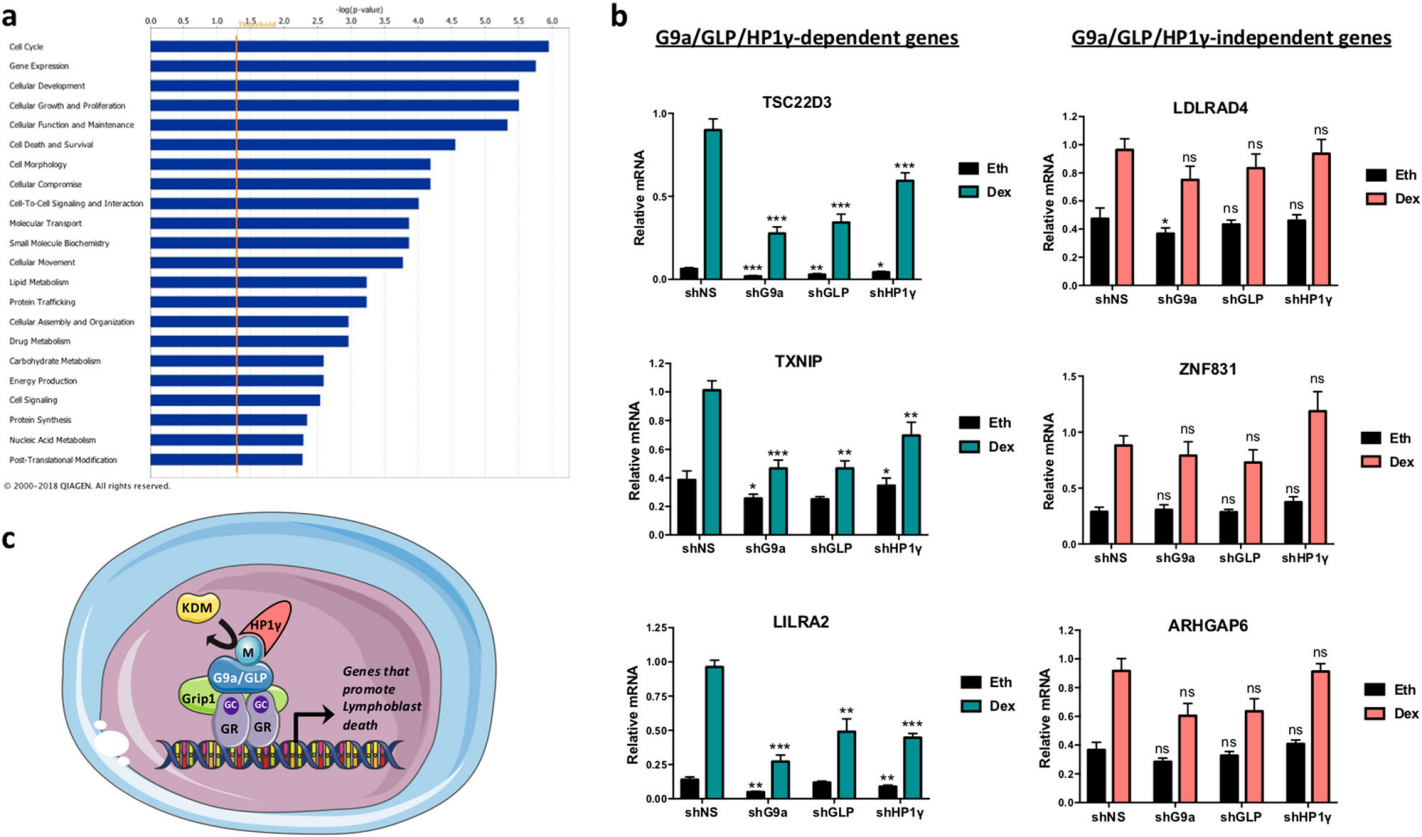
Analysis of dex-regulated genes that are dependent or independent of G9a, GLP and HP1γ. **a** Ingenuity pathway analysis of cellular functions for the 67 dex-regulated genes that are dependent on G9a, GLP and HP1γ (from Fig. 1d). The threshold for significance is indicated by the vertical orange line. **b** NALM-6 cells expressing shRNA against G9a, GLP, HP1γ or a non-specific sequence (shNS) were treated for 8 h with 100 nM dex or equivalent volume of vehicle ethanol (Eth). mRNA levels for the indicated G9a/GLP/HP1γ-dependent genes (left side, chosen from the 67 genes in the overlap of Fig. 1d) and the indicated G9a/GLP/HP1γ-independent genes (right side, chosen from the 82 genes in the white sector of Fig. 1e) were measured by RT-qPCR and normalized to β-actin mRNA levels. Results shown are mean ± SEM for six independent experiments. The *p* value was calculated using a paired *t*-test comparing results for dex-treated cells expressing shRNA against G9a, GLP or HP1γ to the dex-treated shNS sample, *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, ns not significant. **c** Model for regulation of lymphoblast death in B-ALL cells. Methylated G9a or GLP recruit HP1γ which facilitates the recruitment of RNA polymerase II and activates the expression of genes involved in cell death. G9a and GLP methylation is removed by a specific demethylase (KDM). Theoretically, inhibiting this KDM would increase the methylation and subsequently the GC-induced cell death

As validation of the RNA-seq results, quantitative RT-PCR confirmed that depletion of G9a, GLP or HP1γ by shRNAs significantly decreased dex-induced expression levels of TXNIP, TSC22D3 and LILRA2, which were identified as G9a, GLP and HP1γ dependent in the RNA-seq analysis (Fig. 2b, left). In contrast, depleting these coregulators had no effect on dex-induced expression of genes identified as G9a/GLP/HP1γ independent in the RNA-seq analysis (Fig. 2b, right).

### Inhibition of a subset of KDMs sensitizes Nalm6 cells to GC-induced death

Since automethylation of the G9a/GLP N-terminal domain is required for their coactivator activity^13^, we hypothesized that increasing the methylation level of G9a/GLP by inhibition of the relevant KDM(s) would enhance the coactivator function of G9a/GLP (Fig. 2c). To test this, we employed two class-specific KDM inhibitors, LSD family inhibitor OG-L002^34^ and JIB-04 which inhibits several members of the JmjC family of KDMs^35^. To confirm the efficacy of JIB-04 and OG-L002 inhibitors in Nalm6 cells, we analyzed histone H3 dimethylation at lysine 9 (H3K9me2), which is a substrate for KDMs that are inhibited by both JIB-04 and OG-L002. Treatment of Nalm6 cells with JIB-04 or OG-L002 increased H3K9me2 level compared to the control (DMSO-treated) cells (Fig. 3a, left panels), with JIB-04 causing a much more dramatic increase than OG-002. Next, we examined the methylation level of G9a in Nalm6 cells by immunoprecipitation with pan methyllysine antibody followed by immunoblot with antibody against G9a. JIB-04 increased G9a methylation compared to vehicle control DMSO, but OG-L002 had no effect (Fig. 3a, right panels). Thus, JIB-04 inhibits one or more KDMs that target G9a.

**Fig. 3:**
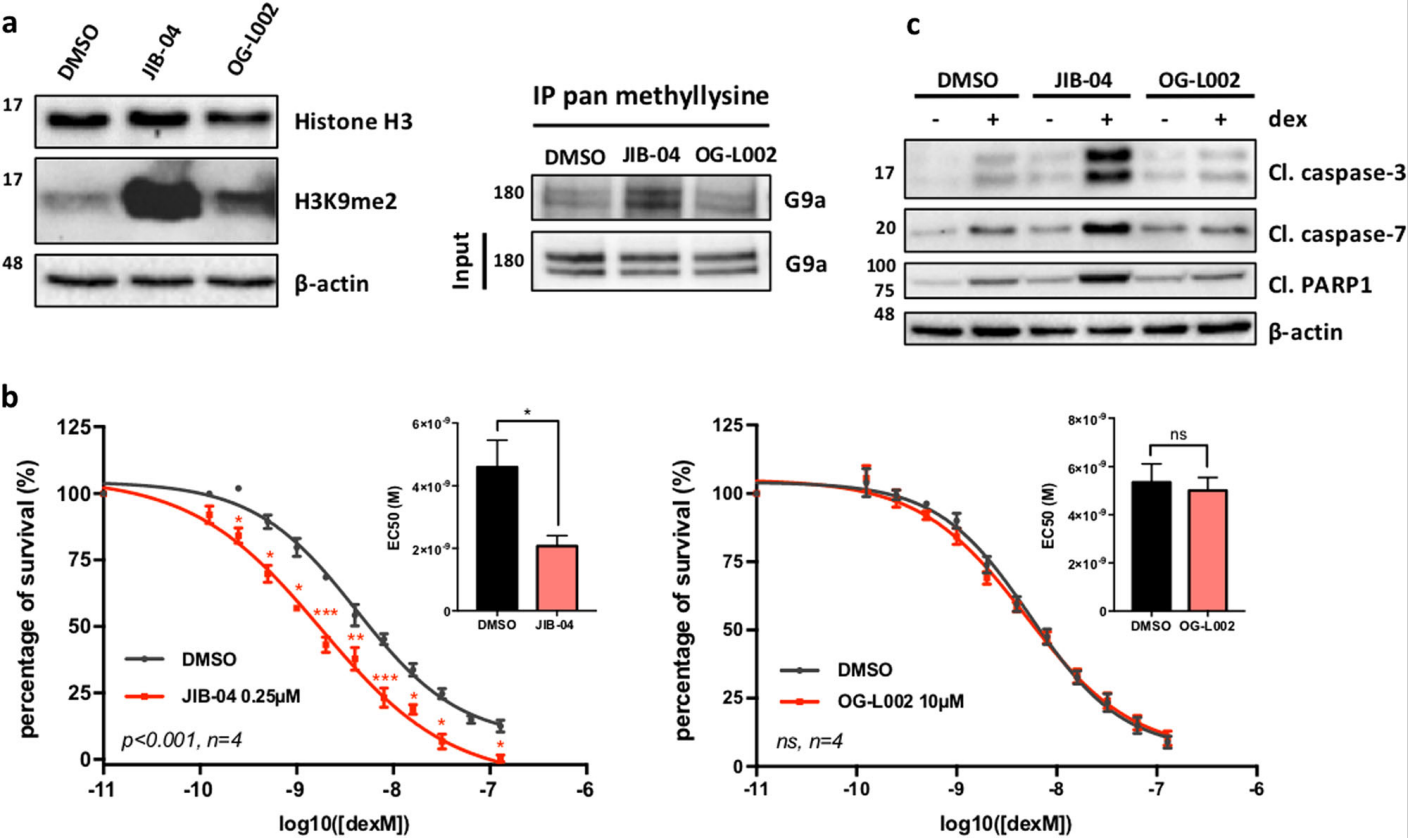
JIB-04 demethylase inhibitor sensitizes B-ALL cells to dex-induced cell death. **a** Nalm6 cells were treated with JIB-04 at 0.5 μM, OG-L002 at 10 μM or vehicle DMSO for 24 h. Lysates were analyzed by immunoblot with the indicated antibodies (left panel) or immunoprecipitated with pan methyllysine antibody and analyzed by immunoblot with G9a antibody (right panel). Results shown are representative of three independent experiments. **b** Nalm6 cells were treated with vehicle DMSO or with JIB-04 at 0.25 μM (left panel) or OG-L002 at 10 μM (right panel) for 72 h in addition to a serial dilution of dex, and cell survival was measured by fluorescence metabolic assay. The fluorescence intensity for dex-treated cells was normalized to that measured with ethanol-treated cells. Percentage of survival is shown as the mean ± SEM for 4 independent experiments (each performed with triplicate biological replicates) and *p* values for results at individual dex concentrations were calculated using a paired *t*-test; *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001. A *F*-test was also calculated to compare the two curves. Insets show the corresponding half-maximal effective concentration (EC_50_) values. **c** Nalm6 cells were first treated with JIB-04 at 0.5 μM, OG-L002 at 10 μM or DMSO for 4 h, then 100 nM of dex or ethanol was added to the media for an additional 20 h. Lysates were analyzed by immunoblot with the indicated antibodies. Results shown are representative of three independent experiments

According to our model, increasing G9a methylation should enhance GC-induced expression of genes that are G9a/GLP dependent, which includes genes that contribute to GC-induced cell death (Fig. 2c). To test this model, Nalm6 cells were treated with JIB-04, OG-L002 or vehicle DMSO as a control, along with serial dilutions of dex for 72 h, and cell viability was analyzed. JIB-04 treatment increased the sensitivity of the cells to dex, compared with the DMSO control, but OG-L002 had no effect on GC-induced cell death (Fig. 3b). JIB-04 alone reduced cell viability to 70%, but in the figure we normalized all of the data from JIB-04-treated cells so that the viability with JIB-04 alone was 100% in order to observe better the effect on dex sensitivity. JIB-04, but not OG-L002, also enhanced dex-induced cleavage of three apoptosis markers (Fig. 3c). JIB-04 alone and OG-L002 alone caused slight increases in cleavage, presumably due to some cell toxicity. However, co-treatment of the cells with dex plus JIB-04 strongly increased cleavage of the apoptosis markers in comparison with dex alone or dex plus OG-L002 (Fig. 3c). This result confirmed that JIB-04 and dex increase apoptosis rather than simply inhibiting proliferation. Thus, in addition to increasing G9a methylation level, JIB-04 inhibitor also facilitates GC-induced cell death.

### JIB-04 inhibitor impacts G9a-regulated transcription

To explore the mechanism by which JIB-04 enhances GC-induced apoptosis of Nalm6 cells, we analyzed the impact on G9a coactivator function for GR and its target genes. Initially using a transient luciferase reporter gene that responds to dex, we observed that wild-type G9a acts cooperatively with another steroid receptor coactivator, GRIP1 (aka SRC-2 or NCoA2), in CV-1 cells (Fig. 4a) as previously demonstrated^13,19,20^. Treatment of the cells expressing GR, GRIP1 and wild-type hG9a with JIB-04 significantly increased luciferase activity (Fig. 4a). In contrast, an unmethylatable hG9a K/R mutant (lysine-185 methylation site changed to arginine), expressed at the same level as wild-type G9a, failed to enhance dex-induced expression of the reporter gene, and JIB-04 also had no effect on luciferase activity in cells expressing this mutant G9a (Fig. 4a, lower panels), indicating that the effect of JIB-04 on transcriptional activity requires G9a methylation.

**Fig. 4:**
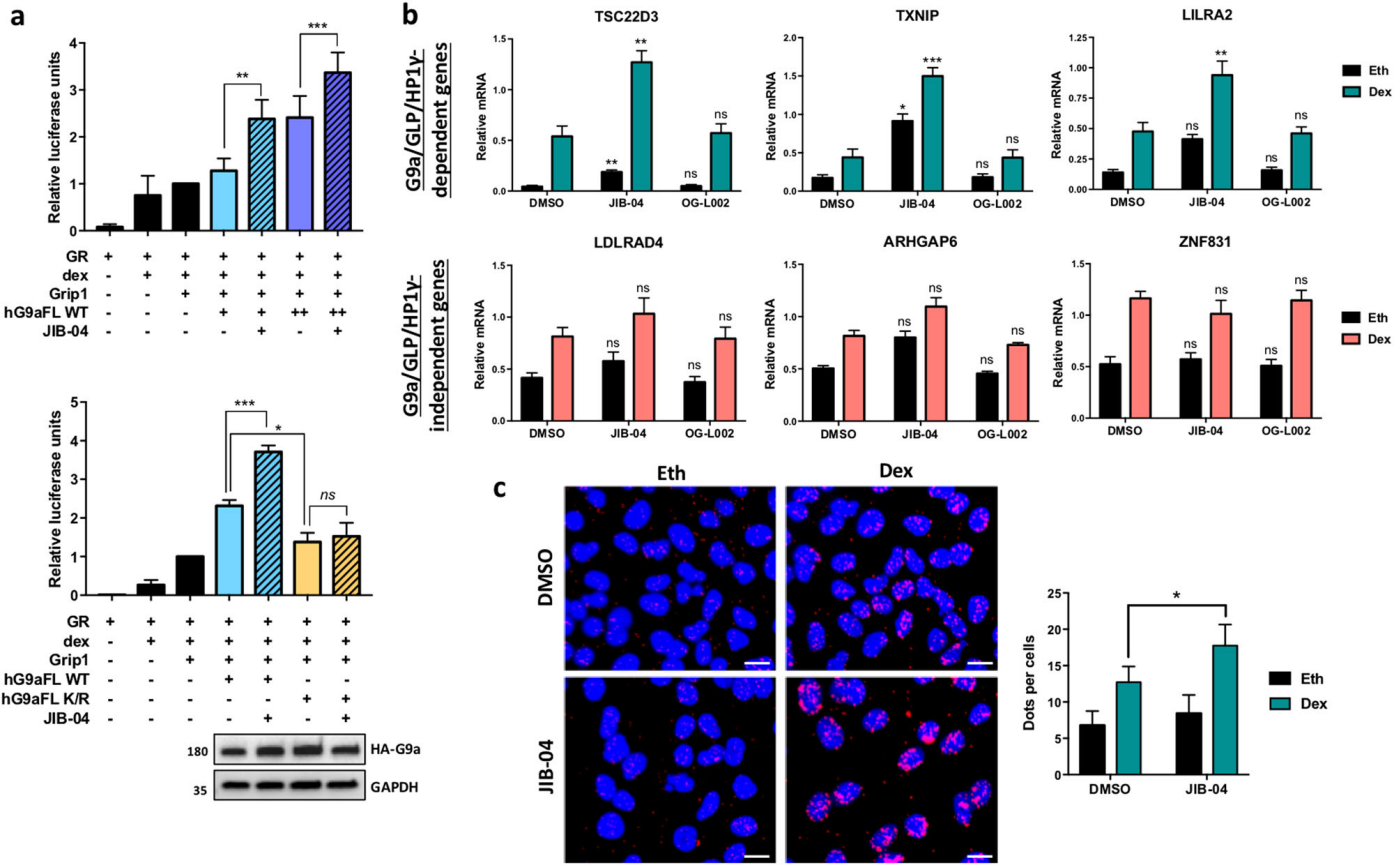
JIB-04 enhances G9a-regulated transcription. **a** CV-1 cells were transfected with MMTV-LUC reporter plasmid (200 ng) and plasmids encoding GR (1 ng), Grip1 (100 ng) and HA-labeled full-length (FL) hG9a wild type at 100 ng (+) or 250 ng (++) (upper panel) and HA-labeled full-length hG9a wild type or K185R mutant (250 ng) (lower panel). Cells were grown with 100 nM dex or the equivalent amount of ethanol, along with 0.5 μM JIB-04 or equivalent volume of DMSO for 24 h and assayed for luciferase activity. Relative luciferase units are normalized to sample 3 and represent mean ± SEM for five independent experiments, each with three biological replicates. The *p* value was calculated using a paired *t*-test: *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, ns not significant. Whole-cell extracts were analyzed for G9a expression by immunoblot with indicated antibodies (lower panel). **b** Nalm6 cells were treated for 16 h with either JIB-04 at 0.5 μM, OG-L002 at 10 μM or DMSO. Then, cells were treated with 100 nM dex or ethanol for 8 h in addition to the previous drugs. mRNA levels for dex-regulated genes validated in Fig. 2b were measured by reverse transcriptase followed by qPCR and normalized to β-actin mRNA levels. Results shown are mean ± SEM for six independent experiments. The *p* value was calculated using a paired *t*-test between DMSO versus JIB-04 or OG-L002 samples: *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, ns not significant. **c** To analyze interaction of endogenous GR and HP1γ by PLA, A549 cells were treated with 0.5 μM JIB-04 or the equivalent volume of vehicle DMSO for 24 h, then with the addition of 100 nM dex or the equivalent volume of vehicle ethanol (Eth) for 2 h. After cell fixation, PLA was performed with antibodies against GR and HP1γ. The detected interactions are indicated by red dots. The nuclei were counterstained with 4′,6-diamidino-2-phenylindole (DAPI; blue). The number of interactions detected by ImageJ analysis is shown as the mean ± SEM of three independent experiments. The *p* value was determined using a paired *t*-test: *p ≤ 0.05. Scale bar represents 10 μm

Similar effects of JIB-04 were observed for endogenous GR target genes that require G9a and GLP. JIB-04 significantly increased dex-induced expression of three G9a/GLP/HP1γ-dependent genes, compared to the DMSO vehicle control (Fig. 4b, upper graphs), while OG-L002 had no effect on dex-regulated expression of these genes. In contrast, neither JIB-04 nor OG-L002 significantly affected the dex-regulated expression of three G9a/GLP/HP1γ-independent GR target genes (Fig. 4b, lower graphs). Thus, the effect of JIB-04 was restricted to GR target genes that are dependent on G9a and GLP, consistent with our conclusion that the increased dex-induced gene expression observed with JIB-04 is due to its specific enhancement of G9a/GLP methylation.

G9a/GLP automethylation creates a binding site for HP1γ which cooperates with G9a and GLP as a coactivator for GR^13^ (Figs. 1, 2). Since JIB-04 enhanced G9a methylation (Fig. 3a), we proposed that this should increase the interaction between G9a and HP1γ as well as the formation of a ternary GR/G9a/HP1γ complex (Fig. 2c). To test this hypothesis, we used the proximity ligation assay (PLA) in A549 lung adenocarcinoma cells, since the morphology of adherent cells provides a better experimental model than very small, spherical suspension cells like Nalm6 for viewing intracellular localization of the protein complexes detected by PLA. Dex treatment increased the observed proximity (indicating complex formation) between GR and HP1γ as previously described^13^, and JIB-04 significantly increased this interaction in the nucleus of dex-treated A549 cells (Fig. 4c), confirming that the enhanced G9a methylation caused by JIB-04 results in increased ternary GR-G9a-HP1γ complex formation which provides a mechanistic explanation for JIB-04 enhancement of dex-induced expression of G9a/GLP-dependent GR target genes.

### KDM4 family demethylates G9a

To begin identification of specific demethylases for G9a and GLP, we tested several recombinant enzymes from the JmjC family that have been shown to be inhibited by JIB-04 in cell-free reactions, including members of the KDM4, KDM5 and KDM6 families^35^. KDM4A, KDM4B and KDM4C reproducibly demethylated recombinant automethylated G9a (Fig. 5a) and GLP (Fig. 5b), while KDM3A, KDM5A and KDM6B had little or no activity. KDM4 family members also coimmunoprecipitated with G9a when these proteins were transiently over-expressed in Cos-7 cells (Fig. 5c).

**Fig. 5:**
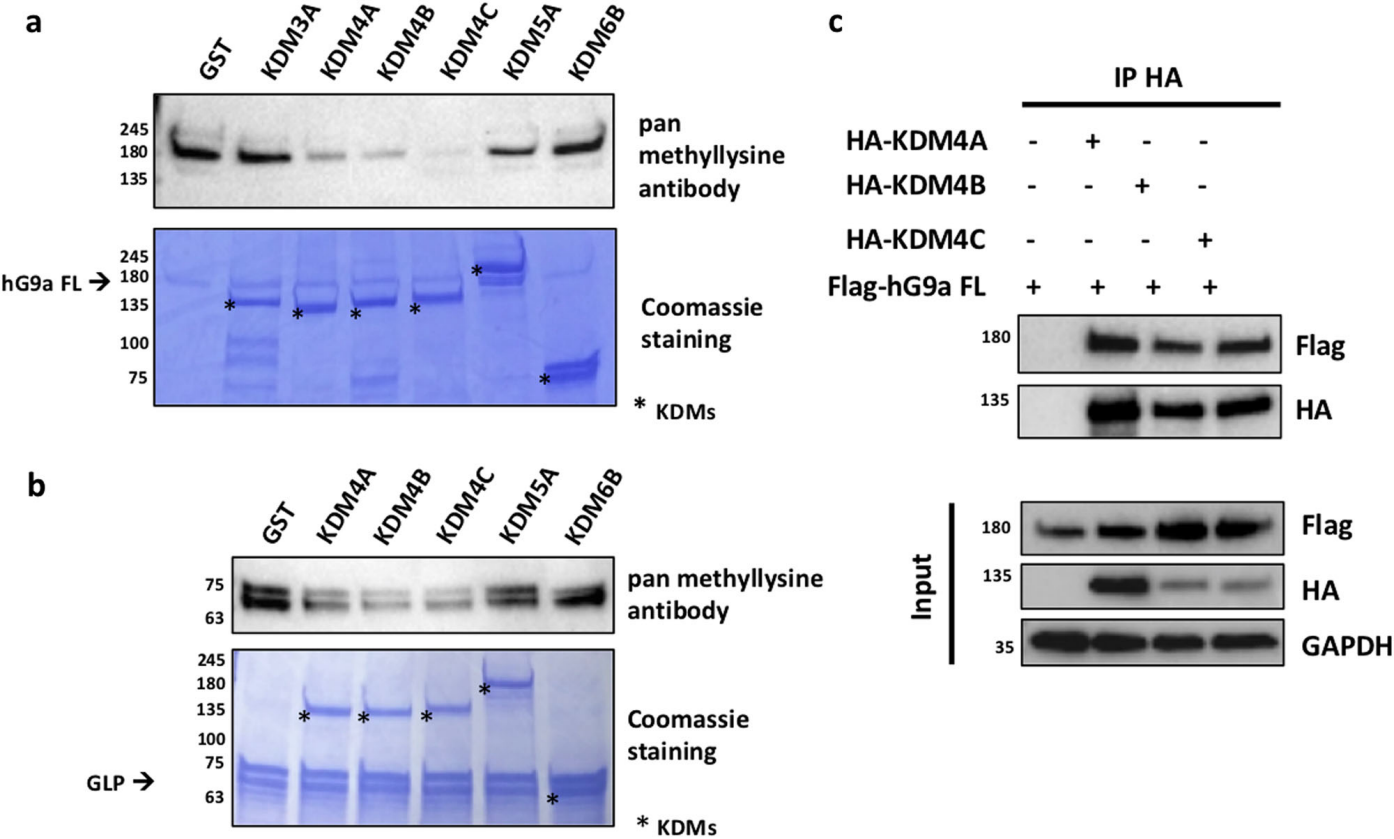
KDM4 family demethylates G9a and GLP. **a** Recombinant full-length (FL) hG9a was self-methylated with SAM, separated from residual SAM, then incubated with the indicated recombinant KDMs. Upper panel: Immunoblot with pan methyllysine antibody. Lower panel: After immunoblot analysis, the membrane was stained with Coomassie brilliant blue to detect quantities of assay protein components. Results shown are representative of three independent experiments. **b** Recombinant GST-hGLP N was methylated by GST-hGLP ΔN, separated from SAM, then incubated with the indicated recombinant KDMs. Upper panel: Immunoblot with pan methyllysine antibody. Lower panel: After detection, the membrane was Coomassie stained. Results shown are representative of three independent experiments. **c** Cos-7 cells were transfected with plasmids encoding flag-hG9a FL and HA-KDM4A, HA-KDM4B or HA-KDM4C. Lysates were immunoprecipitated with HA antibodies and analyzed by immunoblot using antibodies listed. Results shown are representative of three independent experiments

### JIB-04 enhances dex repression of A549 cell migration

To validate the role of G9a methylation and the effects of JIB-04 in an additional model system, we again used the A549 lung adenocarcinoma cell line to examine the dex regulation of cell migration. We previously demonstrated that G9a methylation is required for dex repression of A549 cell migration, because G9a is a required coactivator for dex to induce the expression of a specific subset of G9a/GLP-dependent GR target genes involved in cell migration, including E-cadherin (aka CDH1). We also demonstrated that G9a methylation is directly involved in the regulation of cell migration, as overexpression of a G9a K185R mutant (but not wild-type G9a) prevented dex repression of migration^13^. Here, we analyzed the effect of JIB-04 inhibitor on A549 cell migration and key genes previously identified. We observed that JIB-04 further enhanced dex-induced expression of two G9a/GLP-dependent GR target genes, E-cadherin/CDH1 and CDH16, but had no effect on dex-induced expression of a G9a/GLP-independent gene, FKBP5 (Fig. 6a). Corresponding to the increase in dex-induced E-cadherin expression caused by JIB-04, the repressive effect of dex on A549 cell migration was also enhanced by JIB-04 (Fig. 6b).

**Fig. 6:**
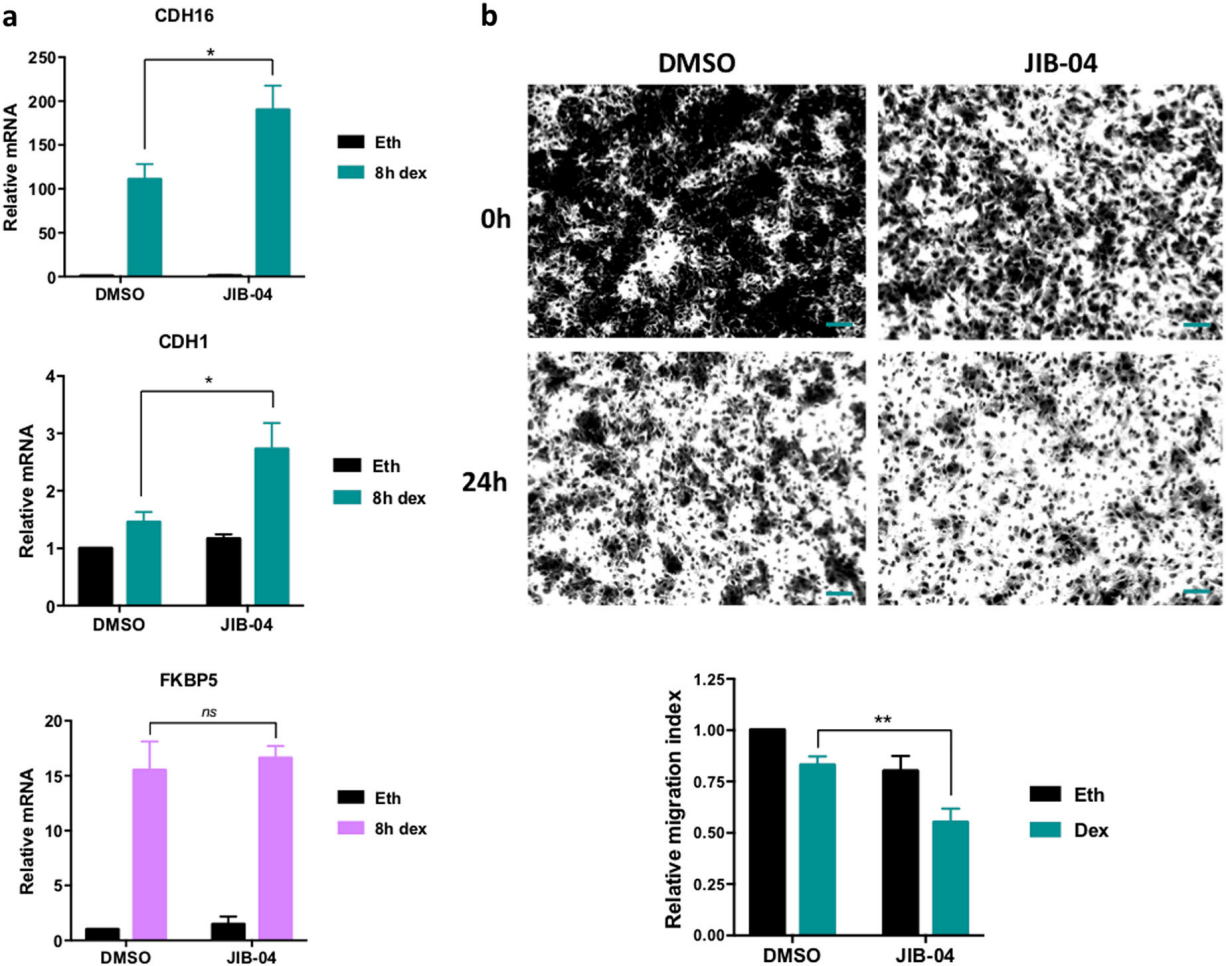
JIB-04 enhances dex repression of A549 cell migration. **a** A549 cells were treated for 16 h with either JIB-04 at 0.5 μM or DMSO. Then, cells were treated for 8 h with 100 nM dex or ethanol in addition to the previous drugs. mRNA levels for dex-regulated genes previously identified^13^ were measured by reverse transcriptase followed by qPCR and normalized to β-actin mRNA levels. Results shown are mean ± SEM for three independent experiments. The *p* value was calculated using a paired *t*-test between DMSO versus JIB-04 samples for dex-treated cells: *p ≤ 0.05, ns not significant. **b** A549 cell migration was analyzed using transwell migration assays. Migratory cells on the bottom of the polycarbonate membrane were stained. Representative images are shown (upper panel). Then, dye extracted from the cells was quantified at OD 560 nm. Relative migration in dex is shown as the mean ± SEM of three independent experiments (lower panel). The *p* value was determined using a paired *t*-test: **p ≤ 0.01. Scale bar represents 100 μm

## Discussion

Few good treatment options are currently available for childhood ALL patients who relapse after initial chemotherapy. Chimeric antigen receptor (CAR) T cells represent a new potential option for relapsed patients with B-ALL, but even for this new and promising genre of treatment, escape mechanisms are common^36^. For relapsed patients with T-ALL, the options are even more limited^37^. Chemoresistance, particularly to GC, is usually a prime characteristic of relapse^1,3,38^. Here we provide the basis for a new potential treatment option, a protein lysine demethylase inhibitor that selectively enhances GC-induced cell death in leukemia cells. JIB-04 selectively enhanced GC activation of a subset of GR target genes (Fig. 4b) that includes genes encoding proteins that help to mediate GC-induced death of lymphoid cells (Fig. 2a); the inhibitor also enhanced GC-induced death of the B-ALL cell line Nalm6 (Fig. 3). Our findings provide the impetus for preclinical testing of this class of protein lysine demethylase. This method to enhance sensitivity to GC-induced cell death may be relevant to other types of lymphoid-derived blood cancers that are normally treated with GC, and for which GC resistance is also a common characteristic of relapse.

The selective effect of the JIB-04 protein lysine demethylase inhibitor on GC-regulated genes that require G9a, GLP and HP1γ as coactivators adds further support for the molecular model we have proposed (Fig. 2c). JIB-04 increases the methylation level of G9a (Fig. 3a), which enhances its interaction with HP1γ and its ability to form a ternary GR/G9a/HP1γ complex (Fig. 4c) that is assembled on GR binding sites of a subset of GR target genes, specifically those that require G9a, GLP and HP1γ for their GC-induced expression^13^. We further demonstrated by genome-wide RNA-seq analysis that the great majority of G9a/GLP-dependent GR target genes also require HP1γ for their GC-regulated expression, while the great majority of G9a/GLP-independent GR target genes do not require HP1γ (Fig. 1d, e), thus validating our proposed molecular model on a genome-wide basis. Since this molecular model of selective regulation of GR target genes by G9a, GLP and HP1γ is operational in cell lines representing two very different cell types—A549 lung adenocarcinoma cells and Nalm6 B-ALL cells—it appears likely that it will be operational in many if not all cell types.

In addition to G9a and GLP, JIB-04 also inhibits the demethylation of H3K9 (Fig. 3a) and presumably other methylated proteins as well. It is thus appropriate to question whether the enhancement of GC-induced expression of GR target genes and GC-induced Nalm6 cell death by JIB-04 is due to increased methylation of G9a/GLP or of other protein substrates, especially since H3K9 methylation is well known to regulate transcription. We provide several experimental results that point toward the increase in G9a/GLP methylation as the critical factor. First, the effect of JIB-04 on transcription is selective: JIB-04 enhanced GC-induced expression of G9a/GLP-dependent genes but not G9a/GLP-independent genes (Fig. 4b). Second, in a transient reporter gene assay, JIB-04 enhanced the coactivator activity of wild-type G9a but had no effect on a G9a mutant that cannot be methylated (Fig. 4a). Third, increased H3K9 methylation on enhancer elements such as GR binding sites would be expected to reduce transcription on a global scale, but JIB-04 *selectively enhanced* GC-induced expression of G9a/GLP-dependent GR target genes and had no effect on GC-induced expression of G9a/GLP-independent target genes (Fig. 4b). These results support the increase in G9a/GLP methylation as the molecular mechanism for the selective effect of JIB-04 on a subset of GR target genes.

Multiple demethylase enzymes are generally expressed in any given cell type, and our in vitro assays with recombinant enzymes and substrates indicated that several different JmjC family enzymes are capable of demethylating G9a and GLP (Fig. 5). Three KDM4 isoforms, which are encoded by different genes, were quite active against G9a and GLP, and KDM5A was also modestly active against G9a. Our attempts to identify the specific demethylase(s) responsible for G9a/GLP demethylation in Nalm6 cells have been unsuccessful, since depletion of individual enzymes, and even combinations of two or three enzymes, generally had no effect on G9a/GLP methylation status and coactivator function. Therefore, it is likely that the effect of JIB-04 on G9a/GLP methylation status and coactivator function is due to its inhibition of multiple JmjC protein lysine demethylase enzymes, including several KDM4 isoforms and KDM5A^35^. We speculate that the reason for the specificity of JIB-04 against a subset of JmjC enzymes may be due to specific physical characteristics of the active sites of these enzymes that dictate similar substrate specificities (e.g. against H3K9 methylation and G9a/GLP methylation). Indeed, the methylation site sequences of H3K9 (ARKS) and G9a/GLP (ARKT) are almost identical.

The coregulator actions of G9a and GLP are quite gene specific, helping GR to activate some genes and repress other genes while being irrelevant for GC-regulated expression of many GR target genes (Fig. 1). This gene specificity is typical of GR coregulators^9,11,12^ and is apparently a product of evolutionary engineering to allow the many physiological pathways controlled by GC to be somewhat independently modulated by regulation of coregulators. This is suggested by findings that the sets of GC-regulated genes that require a specific coregulator are enriched for specific GC-regulated physiological pathways^12–14^. 

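In shNS cells, dex induced 161 and repressed 33 transcripts. Of the induced ones, 32 passed the limits for both G9a and GLP depletion and 85 passed neither. Of the repressed ones, 6 passed both and 18 neither. In both directions, most transcripts moved against the effect of dex on depletion, whether or not they passed the limit: 147 of the 161 induced and 28 of the 33 repressed transcripts with shG9a, and 148 and 29 with shGLP. Together these are 90.2% of the dex-regulated transcripts with shG9a and 91.2% with shGLP. Sharing the shNS dex libraries with comparison A gave 62.4% and 62.5% in simulated data sets in which depletion had no effect.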

In Nalm6 cells, pathway analysis of G9a/GLP-dependent GR target genes indicated enrichment for genes involved in cell proliferation and cell death (Fig. 2a, table S1), while in A549 cells G9a/GLP-dependent GR target genes were enriched for genes involved in cell migration^13^. Thus, regulation of specific coregulators, by regulation of their protein levels or their activity, would be expected to modulate a subset of the physiological pathways controlled by GC. In the case of G9a and GLP, such regulation is accomplished by post-translational modifications, i.e., automethylation and phosphorylation. The gene-specific actions of coregulators makes them potentially attractive targets for selective manipulation of the actions of a particular transcription factor. In our case, the use of JIB-04 demethylase inhibitor, by enhancing the coactivator function of G9a and GLP, selectively enhances the effect of GC on leukemia cell death, while apparently having no effect on genes involved in regulating other physiological pathways. This selective enhancement of specific GC-regulated physiological pathways may also make it possible to limit the dosing of GC and correspondingly reduce deleterious side effects caused by extended high-dose GC treatments. Testing of preclinical tumor models will be required to determine the potential of these inhibitors for human clinical trials.

## Electronic supplementary material

Supplemental figures

# Supplementary material for: Increasing G9a automethylation sensitizes B acute lymphoblastic leukemia cells to glucocorticoid-induced death
**Source:** Cell Death Dis. 2018 Oct 10;9(10):1038. doi: 10.1038/s41419-018-1110-z
**Supplement:** Supplementary file 1 — Supplemental figures

**SUPPLEMENTAL INFORMATION**

**SUPPLEMENTAL FIGURE LEGENDS**

**
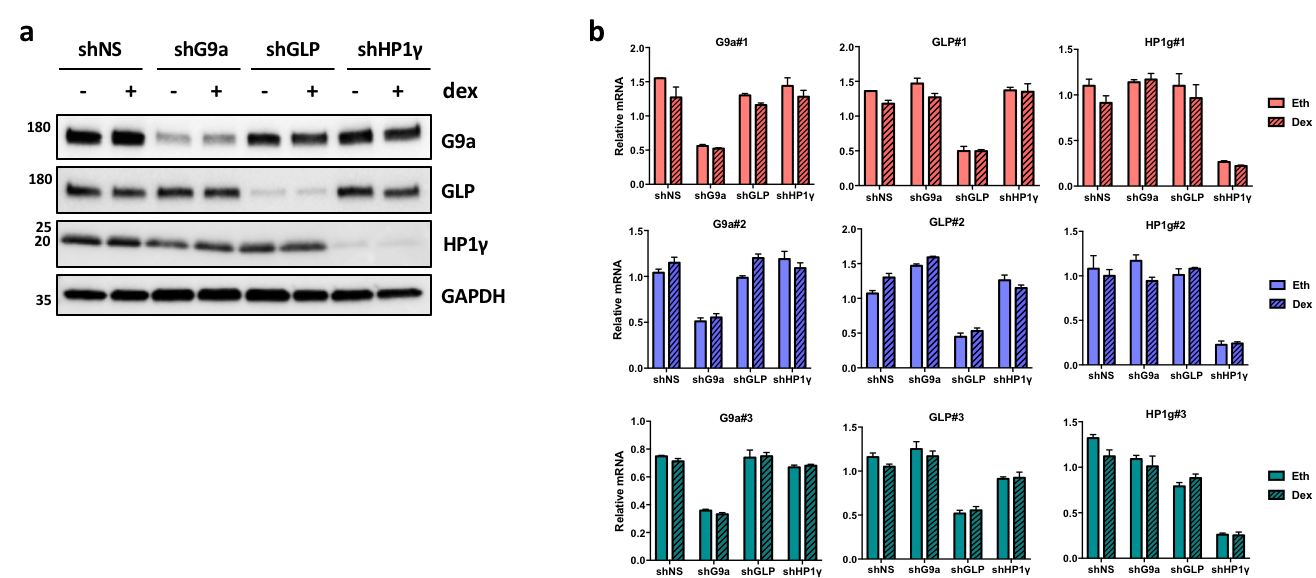
**

**Figure S1 :**

NALM-6 cells used in the RNA seq experiment were transduced with lentivirus encoding shRNA against a nonspecific sequence (shNS), shG9a, shGLP or shHP1γ, and then analyzed by immunoblot for the indicated proteins (**a**) and by RT-qPCR for the indicated mRNAs (**b**) after treatment with 100 nM dex or the equivalent volume of ethanol (Eth) for 8 h. 

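In this figure, the same cells that were used for RNA-seq were tested for depletion at the protein level, by immunoblot, and at the mRNA level, by quantitative PCR after reverse transcription. Each target is compared between the shNS cells and the cells carrying the shRNA against it, with dex and with ethanol, so that the figure shows both whether the target was lowered and whether dex itself altered its level.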

RT-qPCR was performed on total RNA. mRNA levels are shown relative to β-actin mRNA for each of the three replicates and are mean ± SD from three technical qPCR replicates.

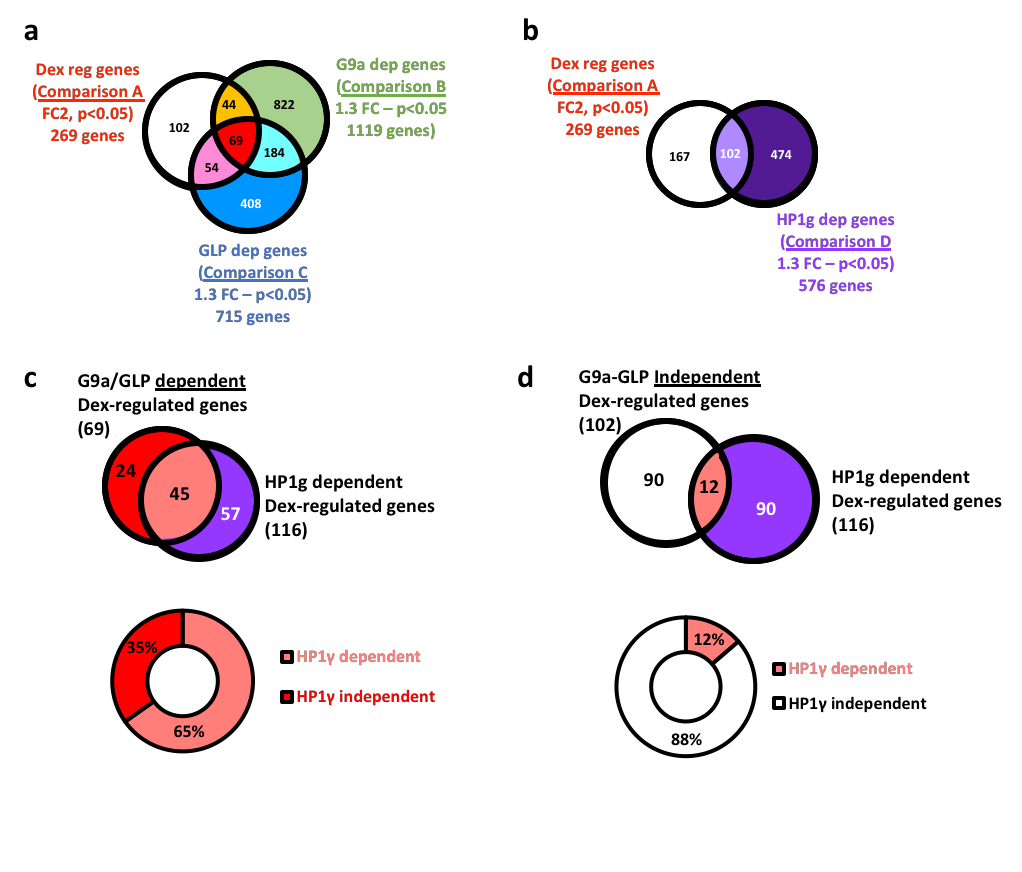

**Figure S2**

The bioinformatic analysis performed in Fig. 1 was repeated with more stringent parameters to identify the sets of genes dependent on G9a, GLP, and HP1γ (1.3 fold change cutoff for the effects of coregulator depletion instead of no fold-change cutoff, along with adjusted p ≤ 0.05). (**a**) White Venn diagram represents the dex-regulated genes for cells expressing shNS and treated with 100 nM dex for 8 h compared with ethanol (Comparison A from Fig. 1a, p-value ≤ 0.05 and at least 2-fold increase or decrease); Green Venn diagram, G9a-dependent genes (Comparison B from Fig. 1a, p-value ≤ 0.05 and at least 1.3-fold increase or decrease); Blue Venn diagram, GLP-dependent genes (Comparison C from Fig. 1a, p-value ≤ 0.05 and at least 1.3-fold increase or decrease). 

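Fig. S2 keeps comparison A as in Fig. 1 and adds a fold change requirement to comparisons B, C and D. In the re-analysis of the counts, this requirement kept 473 of the transcripts called for G9a, 394 of those called for GLP and 262 of those called for HP1γ. A transcript that is called on depletion but changes by less than 1.3-fold counts as independent in these diagrams, so the set independent of G9a and GLP can grow when the requirement is added.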

Overlap areas indicate the number of genes shared among sets. (**b**) White Venn diagram represents the dex-regulated genes for cells transfected with shNS and treated with 100 nM dex for 8 h compared with ethanol (Comparison A from Fig. 1a, p-value ≤ 0.05 and at least 2-fold increase or decrease); Purple Venn diagram, HP1γ-dependent genes (Comparison D from Fig. 1a, p-value ≤ 0.05 and at least 1.3-fold increase or decrease). Overlap area indicates the number of genes shared among sets. (**c**) Red Venn diagram represents the dex-regulated genes that are dependent on both G9a and GLP, identified in the central red overlap area of Fig. S2a; Purple Venn diagram, dex-regulated genes that are dependent on HP1γ, identified in the overlap area of Fig. S2b. The percentages of G9a/GLP-dependent genes that are HP1γ-dependent or HP1γ-independent are represented in the donut graph. (**d**) White Venn diagram represents the dex-regulated genes that are independent of both G9a and GLP, identified in the white sector of Fig. S2a; Purple Venn diagram, dex-regulated genes that are dependent on HP1γ, identified in the overlap area of Fig. S2b. The percentages of G9a/GLP-independent genes that are HP1γ-dependent or HP1γ-independent are represented in the donut graph.

| **Category** | **p-value** | **Molecules** |
| --- | --- | --- |
| Cell Cycle | 1.13E-06-5.38E-03 | SOCS1,PER1,TXNIP,BTG1,YBX3,KLF13,SERTAD1,H2AFB3 (includes others),ID3,TSC22D3,MYT1,NFKBIA,BTG2,SOCS2,IL1B,ZC3H12D,ESR1,MXI1 |
| Gene Expression | 1.76E-06-5.19E-03 | SOCS1,PER1,TFAP2C,TXNIP,BTG1,YBX3,KLF13,SERTAD1,ID3,TSC22D3,MYT1,NFKBIA,BTG2,SOCS2,STAB1,IL1B,ESR1,MXI1 |
| Cellular Development | 3.15E-06-6.49E-03 | SOCS1,CLN8,KCNJ2,DISP3,UBASH3B,TSC22D3,NFKBIA,LILRA2,MCAM,HIST1H4L,SOCS2,FKBP5,MXI1,BTNL9,TFAP2C,TXNIP,CD69,BTG1,KIF26A,SERTAD1,H2AFB3 (includes others),ID3,MYT1,RASSF4,BTG2,IL1B,ZC3H12D,ESR1 |
| Cellular Growth and Proliferation | 3.15E-06-6.49E-03 | PER1,SOCS1,LOXL4,KCNJ2,UBASH3B,TSC22D3,NFKBIA,LILRA2,MCAM,HIST1H4L,SOCS2,FKBP5,MXI1,BTNL9,TFAP2C,TXNIP,CD69,BTG1,KIF26A,SERTAD1,ID3,H2AFB3 (includes others),GP5,MYT1,RASSF4,BTG2,IL1B,ZC3H12D,ESR1 |
| Cellular Function and Maintenance | 4.66E-06-5.19E-03 | SOCS1,KCNJ2,TXNIP,CD69,UBASH3B,SLC20A2,ID3,TSC22D3,MYT1,NFKBIA,MCAM,SOCS2,IL1B,ESR1 |
| Cell Death and Survival | 2.81E-05-6.41E-03 | SOCS1,PER1,TFAP2C,CLN8,KCNK3,TXNIP,CD69,BTG1,YBX3,TDRD9,KLF13,ID3,H2AFB3 (includes others),TSC22D3,NFKBIA,MCAM,RASSF4,BTG2,SOCS2,IL1B,FKBP5,  ESR1,MXI1 |
| Cell Morphology | 6.59E-05-5.19E-03 | SOCS1,NFKBIA,KCNJ2,TXNIP,MCAM,IL1B,KLF13,ID3,ESR1,MXI1 |
| Cellular Compromise | 6.59E-05-5.59E-03 | SOCS1,NFKBIA,MCAM,BTG2,IL1B |
| Cell-To-Cell Signaling and Interaction | 9.88E-05-5.59E-03 | PER1,SOCS1,KCNJ2,TXNIP,CD69,ID3,TSC22D3,GP5,NFKBIA,LILRA2,MCAM,SOCS2,IL1B,STAB1,ESR1,MXI1 |
| Molecular Transport | 1.38E-04-5.19E-03 | PER1,NFKBIA,KCNK3,KCNJ2,TXNIP,IL1B,ESR1,TSC22D3 |
| Small Molecule Biochemistry | 1.38E-04-6.11E-03 | PER1,SOCS1,NFKBIA,IL1B,ESR1,TSC22D3 |
| Cellular Movement | 1.7E-04-5.91E-03 | SOCS1,TFAP2C,NFKBIA,MCAM,CD69,BTG2,SOCS2,STAB1,IL1B,ID3,ESR1 |
| Lipid Metabolism | 5.91E-04-5.19E-03 | PER1,NFKBIA,IL1B,ESR1,TSC22D3 |
| Protein Trafficking | 5.91E-04-2.18E-03 | NFKBIA,KCNJ2,HIST1H4L,IL1B,ESR1,MXI1 |
| Cellular Assembly and Organization | 1.1E-03-5.85E-03 | CYTH3,SOCS1,KCNJ2,BTG2,STAB1,IL1B,ESR1 |
| Drug Metabolism | 1.1E-03-2.6E-03 | IL1B,ESR1,TSC22D3 |
| Carbohydrate Metabolism | 2.6E-03-5.19E-03 | SOCS1,NFKBIA,IL1B |
| Energy Production | 2.6E-03-2.6E-03 | IL1B |
| Cell Signaling | 2.91E-03-5.19E-03 | SOCS1,PER1,NFKBIA,SOCS2,IL1B,ESR1 |
| Protein Synthesis | 4.59E-03-4.59E-03 | SOCS1,NFKBIA,CD69,ID3,ESR1 |
| Nucleic Acid Metabolism | 5.19E-03-5.19E-03 | IL1B,ESR1 |
| Post-Translational Modification | 5.34E-03-5.34E-03 | BTG2,BTG1 |

**Table S1**

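Ingenuity Pathway Analysis compares a submitted gene list with curated sets of genes annotated to a function, and gives for each set a p value for the overlap. In Table S1 the submitted list was the genes dependent on G9a, GLP and HP1γ for their dex-regulated expression, and a gene can appear under several functions.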

The enriched categories from the analysis in Fig. 2a are shown, along with the p-value for the enrichment and the identities of genes included in each category (Ingenuity Pathway Analysis).

How the deposited data were processed for this re-analysis (not part of the article)

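RNA-seq was analysed from 24 libraries of Nalm6 cells expressing shNS, shG9a, shGLP or shHP1γ, treated with 100 nM dex or ethanol for 8 h, with 3 biological replicates of each of the 8 conditions. Every column of the deposited count table could be assigned to a condition and replicate from its name. The reads behind the table were, according to the paper, paired-end and 75 bp long, with 37 to 48 M raw reads per sample.

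The authors trimmed the reads, mapped them to hg19 with HISAT2 and produced counts on RefSeq transcripts with GenomicAlignments. The table of these counts is named for CPM, but its values are whole numbers whose library totals and upper quartiles differ, so it was used as raw counts as deposited. It has 64519 accessions, 40144 of them at 0 in every library. Library totals ran from 9289533 to 14387770 with a median of 11132064.5, and the most abundant transcript held 3.46% to 4.92% of a library's counts. At this depth, a transcript with 3 counts or fewer in every library of a group was treated as at the limit of detection, and fold changes against such a group are given as lower bounds. Intervals and limits cover counting error only. The counting mode, the handling of the strand and the RefSeq release are not given in the paper's text.

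The authors also deposited a table of log2 fold changes and FDR values (adjusted p values) for comparisons A to D, which they made with edgeR after upper quantile normalization, the filter of more than 1 CPM in at least 2 samples and RUV. It lists 10160 transcripts, of which 10127 were also tested here. Values from this table appear only beside re-computed ones and are named as the authors'. The variant of RUV and its number of factors are not given in the paper's text.

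Counts were tested in R 4.3.3 with edgeR 4.0.16. The paper's filter kept 10167 transcripts of 9386 genes. Library sizes were scaled by upper quartile factors, dispersions were estimated over all 24 libraries in a model of the 8 groups with the replicate number as a further factor, and contrasts were tested with the quasi-likelihood F test. P values were adjusted by the Benjamini-Hochberg method over the tested transcripts. Comparison A required an adjusted p of at most 0.05 and a change of at least 2-fold. Comparisons B, C and D required an adjusted p of at most 0.05, with no fold change cutoff or with 1.3-fold as in Fig. S2. The corresponding comparisons of ethanol-treated cells and the interactions of dex with each depletion were tested in the same model. The design had been written for CPM values and limma on log2 values. Because the table held counts, edgeR, which had been listed as an alternative for that case, became the main test, and limma 3.58.1 was run as an alternative.

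The replicate number entered the model because the labels place the replicates on different days. This pairing was checked on the deviations of each library from its group mean. Over the pairs of groups checked, libraries with the same number had correlations across transcripts from 0.049 to 0.588. Correlations between different numbers give no separate evidence, since deviations from a mean of 3 libraries sum to 0. Without the replicate block, comparison B gave 320 transcripts in place of 895. No library duplicated another: the chi-squared statistic per degree of freedom between replicates ran from 3.413 to 39.77.

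The percentages of HP1γ-dependent transcripts were compared by Fisher's exact test and carry 95% Wilson intervals. Absolute log2 fold changes were compared by a rank-sum permutation test with 100000 permutations. Because comparisons A to D share the shNS dex libraries, 40 data sets were simulated in which depletion had no effect, and 40 in which the HP1γ effects were moved among transcripts. For the ethanol libraries, 40 were simulated with no effect of depletion in ethanol and 40 with the same effects in ethanol and dex. The model was also tested on simulated data: in 5 tables of 10167 transcripts with 200 changed ones, 74% of the changed transcripts were recovered, and 96.4% of those with at least 50 counts. Of the calls, 5.80% were false, every recovered change had the right sign, and the fitted slope was 1.002.

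The transcripts named in the text follow a rule. They are the depleted genes, the genes the paper names for RT-qPCR, FKBP5, CDH1, CDH16, NR3C1, AURKB and the demethylases the paper names. To these come the 5 transcripts with the largest rise and the 5 with the largest fall in comparison A that have at least 1 CPM on average and move the same way in 3 of 3 replicates. The rule also takes the 5 transcripts dependent on G9a, GLP and HP1γ with the largest minimum change over comparisons B to D. H2AFB2, the ribosomal protein genes and the genes with an interaction were chosen after their values were seen. Of the 2 tested transcripts of AURKB, NM_001313953, with a mean of 19.71 counts, was called in comparison C (log2 fold change 1.06, standard error 0.24, adjusted p = 0.00613, edgeR), and neither was called in A, B or D. The call in C was lost without replicate 1 (adjusted p = 0.14), replicate 2 (adjusted p = 0.0507) or replicate 3 (adjusted p = 0.0922, all edgeR). CDH1 and CDH16 were listed at 0 in every library.

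Accessions were named from a RefSeq table on GRCh38, used for names only. It matched 63568 accessions, or 98.5%, and 10159 of the tested transcripts had a symbol. Coordinates are from the GENCODE release 44 annotation on GRCh37. The G9a transcript (EHMT2) was not analysed here.

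The alternatives fixed before the data were examined were the model without the replicate block, RUV with 1 or 2 factors in its place, scaling by library size or TMM, limma with pseudocounts 0.1 and 1, no filter or a mean of at least 5 CPM, fits of only the groups compared, DESeq2 1.42.0, an adjusted p of at most 0.01, other definitions of dependence and independence, and fits without each replicate or each shNS dex library. The alternatives added later were limma with pseudocount 0.5, which is the test the design had named for CPM values, edgeR's likelihood ratio test alone and with 1 or 2 RUV factors, counts summed per gene, and fits without the shHP1γ libraries of replicate 1 or without the shG9a dex library of replicate 2. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.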

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

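The simulations of effects in ethanol were chosen only after the result was seen. The other tests in this part were set before, apart from a setting marked as chosen after seeing the data.

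The paper compares the depleted cells with shNS cells only after dex, and the ethanol-treated cells give a further comparison that it does not report. In ethanol, 379 transcripts differed between shG9a and shNS cells at an adjusted p of at most 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 162 higher and 217 lower. For shGLP the number was 367 (196 higher, 171 lower) and for shHP1γ 296 (165 higher, 131 lower). Together these were 818 transcripts, 33 of them called for all 3 depletions. With TMM scaling the share of shG9a calls that were higher was 56.8% against 42.7% here, and with library size alone that of shHP1γ calls was 44.7% against 55.7%, so no direction is drawn from these splits. For each depletion, the real grouping was 1 of the 10 splits of the 6 ethanol libraries, and no other split gave any call. Since 10 splits cannot give a share under 0.1, this leaves chance open by that measure alone. Of the 4 splits that part all 3 same-numbered pairs, only the real one gave calls, and without the replicate block the number of transcripts was 303.

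Whether these differences follow the depth of the libraries was not tested. Median totals in ethanol were 11426681 for shNS, 11451228 for shG9a, 10857821 for shGLP and 10430714 for shHP1γ. Among the depleted cells, the numbers of calls fell in the same order. The number of transcripts changed little with the scaling, since TMM gave 796 and library size alone 830. Whether these were the same transcripts was not compared. The replicates matter more: without replicate 3 the number was 152, and without the shHP1γ libraries of replicate 1, a setting chosen after seeing the data, it was 1193. Most of the differences between depleted and shNS cells after dex were present in ethanol with the same sign, in 91.4% of the 895 transcripts called for shG9a, 94.6% of the 587 for shGLP and 95.2% of the 416 for shHP1γ. Of these, 245, 267 and 166 were also called in ethanol. The libraries of the depleted and of the shNS cells are separate in the 2 treatments, so this share is not produced by the shared shNS dex libraries. It is consistent with an effect of the depletions that is independent of dex for most of the transcripts called outside the dex-regulated set. An effect of the shRNA constructs on other targets, or a difference between the transduced cell populations, would give the same values and was not tested.

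Among the 38 transcripts dependent on G9a and GLP, the share that moved the same way in ethanol was 71.1% for shG9a, 68.4% for shGLP and 63.2% for shHP1γ, and 9, 8 and 5 were called there. Among the 103 independent ones it was 45.6%, 36.9% and 48.5%, and 1, 2 and 1 were called. The independent transcripts have larger standard errors, so the sizes of the changes in ethanol are not compared between these sets. Because the dependent transcripts were chosen on the shNS libraries, 40 data sets were simulated with effects of depletion after dex only. There the share was 48.4%, 45% and 46.8% in the median and 61.2%, 63.4% and 65.9% at most, and 0 were called in ethanol in every data set. The shares for shG9a and shGLP thus lie above what the selection gave. That for shHP1γ does not, although its 5 calls do. In the data, the median absolute change in ethanol was 0.417 of that after dex for shG9a, 0.322 for shGLP and 0.421 for shHP1γ. With effects simulated after dex only, these ratios were at most 0.154, 0.230 and 0.268, so each ratio in the data lies above them. With the same effects simulated in ethanol and dex, these ratios were 0.890, 0.853 and 0.899 in the median and 0.733, 0.728 and 0.670 at least. A difference already present in ethanol may therefore account for a part of this set, and these values argue against it as the whole cause of the changes after dex.

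A difference between groups was found in the size of the dex effect itself. The interaction of dex with depletion was called for 9 transcripts with shG9a, 12 with shGLP and 2 with shHP1γ (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 16 in total, and 14 of them were dex-regulated in comparison A. At an unadjusted p under 0.05 the numbers were 686, 395 and 387. Those for shGLP and shHP1γ lie below the share of 0.05 that chance alone would give among 10167 transcripts. In every called transcript that was dex-regulated, depletion made the dex effect smaller, in 9 of 9, 10 of 10 and 2 of 2 cases. The 2 transcripts called for shHP1γ, named after their values were seen, were CYTH3 (NM_004227, log2 difference -0.89, adjusted p = 0.00247, edgeR) and METTL7A (NM_014033, -0.64, adjusted p = 0.0272, edgeR). For each depletion, 1 of the 10 splits of the replicates gave as many calls, the real one, and the others gave none.

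The number of interactions depends strongly on the setting. Without the replicate block 2 transcripts were called, without replicate 2 none (0), without replicate 3 a single 1, and without a filter 87. The smaller dex effect may be biological, as the 3 depletions point the same way. Comparison with the shared shNS libraries also favours this direction, since a high chance value in shNS dex libraries both raises the dex effect and lowers every depleted group relative to it. In simulated groups with no effect of depletion, 62.6% of dex-regulated transcripts moved against the dex effect with shHP1γ, against 88.1% in the data. This share compares depleted and shNS cells after dex only, so a difference already present in ethanol would also raise it. It lies above what the shared libraries gave, but it does not test the size of the dex effect. Differences in GC content or transcript length were not tested on the interactions, and no biological explanation beyond the depletion itself was tested.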

How the results depend on the processing

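Of 3132 values for 136 results on named transcripts, 2950 stayed on their side of the limit, 108 no longer passed it, 74 newly passed it and 0 changed sign among those past the limit in either fit. Changes of sign in values that never passed it were not counted. The percentage of G9a/GLP-dependent transcripts that were HP1γ dependent stayed between 60.0% and 82.9% over 28 alternatives and that of independent ones between 0.0% and 14.3%, with a Fisher's exact p of at most 4.22e-06. The difference in median absolute change on HP1γ depletion kept its sign in each of them, and its permutation p stayed under 0.05 except under DESeq2 (0.0745, p = 0.131). The counts moved more. Unless a cause is given, the cause was not tested.

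Without the replicate block, comparison B gave 320 transcripts, C 269 and D 175, of which 320, 269 and 175 were among those called with it. The dex-regulated transcripts dependent on G9a and GLP were then 17, on HP1γ 32 and on all 3 14. With a 1.3-fold cutoff 15 depended on G9a and GLP, and 80.0% of them on HP1γ. In ethanol 303 transcripts were called, 2 for an interaction, and 10 genes of Table S1 in all 4 comparisons. Comparison A stayed within 1.5 times its count, and 8 results on named transcripts no longer passed, among them TSC22D3 in comparison C.

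RUV with 1 factor gave 10 interactions. With 2 factors it gave 695 transcripts in comparison D, 1288 in ethanol and 26 interactions. limma with pseudocount 1 gave 121 transcripts in comparison A, as a larger pseudocount shrinks the fold changes of rare transcripts below 2-fold. Without a filter, which tests 24375 transcripts, 88 dex-regulated transcripts were HP1γ dependent, the percentage among independent transcripts was 14.3% (13.0% with the 1.3-fold cutoff) and 87 interactions were called. Requiring 5 CPM on average, which leaves 5605 transcripts, gave 88 in comparison A and 12.5% among independent ones.

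Fits of only the groups compared gave 167 transcripts in comparison B, 1295 in C, 209 in D, 1442 in ethanol and 96 interactions. DESeq2 gave 33 interactions. The stricter limit of 0.01 on the adjusted p gave by construction fewer calls: 388 in B, 335 in C, 206 in D, 23 dependent on G9a and GLP, 17 on all 3, 403 in ethanol and 6 interactions. Independence defined by an unadjusted p above 0.2 left 22 transcripts, 0.0% of them HP1γ dependent. Of the settings chosen after seeing the data, the likelihood ratio test gave 25 interactions. With 2 RUV factors as well, it gave 916 transcripts in C, 779 in D, 87 dex-regulated ones dependent on HP1γ, 43 on all 3, 47 dependent on G9a and GLP with the 1.3-fold cutoff, 1473 in ethanol and 53 interactions. Counts summed per gene give no values for single transcripts, and its results on genes stayed within 1.5 times with 1 exception. With the 1.3-fold cutoff, 4 independent genes were HP1γ dependent, against 7 transcripts in the main fit.

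In the fits that each left out a replicate or a library, which have fewer samples, comparison A ranged from 127 to 210 transcripts, B from 157 to 1366, C from 167 to 864 and D from 67 to 621. The dex-regulated transcripts dependent on G9a and GLP ranged from 12 to 54, on HP1γ from 17 to 69 and on all 3 from 8 to 39. The percentage among independent transcripts ranged from 1.92% (without replicate 2) to 13.6% (without replicate 1). With the 1.3-fold cutoff, those dependent on G9a and GLP ranged from 12 to 37, the percentage among them from 56.0% (without shNS dex replicate 2) to 78.6% (without replicate 1) and that among independent ones from 3.30% to 13.4% (without shG9a dex replicate 2). In ethanol the range was 152 to 1193, for interactions 0 to 31 and for Table S1 genes 6 to 21. Most lowest values came without replicate 3, which also gave the most named results that no longer passed (23), and most highest values without the shHP1γ libraries of replicate 1, a setting chosen after seeing the data. Single shNS dex libraries moved interactions to 6 (without shNS dex replicate 3).

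Depth limits the low transcripts most. LILRA2 NM_006866, with a mean of 8.125 counts, lost its call in comparison B in several settings, with adjusted p values up to 0.269 without replicate 2, and in comparison D up to 0.199 without replicate 3 (edgeR). The second LILRA2 transcript, NM_001290271, was called on depletion of HP1γ only, and lost this call in most settings that leave out libraries, for example without replicate 1 (log2 fold change -0.91, adjusted p = 0.19, edgeR).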

Differences from the paper's values

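Of 23 values that the paper gives and that were also computed here, 12 differ by more than 1.5 times and 11 do not. Each count below is of transcripts called by edgeR's quasi-likelihood test on the deposited counts.

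For comparison B, the paper's count is about 2500 in Fig. 1b, read by eye, against 895 here, and none of the alternatives set before the data were examined came within 1.5 times of it, nor did those added later. For comparison C the paper's count is about 1500 in Fig. 1b, read by eye, against 587 here. Fits of only the groups compared gave 1295 and closed this gap, and the other alternatives did not. For comparison D the paper's count is 1337 against 416 here, and no alternative closed the gap.

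The paper's number of dex-regulated genes dependent on G9a and GLP is 88 against 38 here, and none of the alternatives set before the data were examined closed the gap. Without the shHP1γ libraries of replicate 1 the number was 54, and with the likelihood ratio test and 2 RUV factors 57, both chosen after seeing the values and both still short by more than 1.5 times. For dex-regulated, HP1γ-dependent genes the paper's number is 116 against 54 here. Without a filter on low counts it was 88, which closed the gap, as did the likelihood ratio test with 2 RUV factors (87), chosen after seeing the values, and the other alternatives did not. For genes dependent on all 3, the paper's number is 67 against 27 here, and no alternative closed the gap.

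Of the genes independent of G9a and GLP, the paper finds 13 to be HP1γ dependent, against 6 here, and gives 14% against 5.83% here. RUV with 2 factors (10 and 10.9%), no filter (16 and 14.3%), the fit without replicate 1 (14 and 13.6%) and that without shNS dex replicate 1 (13 and 10.3%) closed both gaps, and a mean of at least 5 CPM closed that in the percentage (12.5%). So did, for both, the fit without shG9a dex replicate 2 (15 and 13.0%) and with the likelihood ratio test the number alone (9, and 9 with 2 RUV factors), all chosen after seeing the values. The likelihood ratio test with 2 RUV factors gave 9.89%, also chosen after seeing the values. The other alternatives closed neither gap.

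With the 1.3-fold cutoff, the paper's number of genes dependent on G9a and GLP is about 69 in Fig. S2, read by eye, against 30 here, and no alternative set before the data were examined closed the gap, whereas the likelihood ratio test with 2 RUV factors gave 47, chosen after seeing the values. For genes dependent on all 3 it is about 45 in Fig. S2, read by eye, against 18 here, which no alternative set before the data were examined closed. The likelihood ratio test with 2 RUV factors gave 30, at 1.5 times, chosen after seeing the values. For independent genes that were HP1γ dependent it is about 12 in Fig. S2, read by eye, against 7 here, and about 12% against 6.60%. The number fell within 1.5 times with RUV (8 with 1 factor, 9 with 2), no filter (15), only the groups compared (8), an adjusted p of at most 0.01 (8), and without replicate 1 (14), shNS dex replicate 1 (14) or shNS dex replicate 3 (8). Chosen after seeing the values, the likelihood ratio test alone (10) and with 1 or 2 RUV factors (8 and 8) did so as well, as did the fits without shG9a dex replicate 2 (16) or the shHP1γ libraries of replicate 1 (9). The percentage did so with RUV and 2 factors (9.28%), limma with pseudocount 1 (8.00%), no filter (13.0%), a mean of at least 5 CPM (11.1%), and without replicate 1 (13.3%) or shNS dex replicate 1 (10.9%). Chosen after seeing the values, the fits without shG9a dex replicate 2 (13.4%) or the shHP1γ libraries of replicate 1 (9.18%), and the likelihood ratio test alone (9.62%) or with 2 RUV factors (8.33%), did so too. The other alternatives closed neither gap with this cutoff.

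The authors' deposited table gives 2480 calls for comparison B, 1509 for C and 1337 for D. Of the transcripts called here, 99.0% in A, 99.8% in B, 100.0% in C and 99.5% in D are also called in the authors' deposited table, and all 38 dependent on G9a and GLP and all 27 dependent on all 3 are among the authors'. Of the independent transcripts, 43 are shared with the authors' deposited table. The log2 fold changes of both correlate across transcripts with Pearson's r of 1.0 for A, 0.969 for B, 0.999 for C and 0.995 for D.

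The paper lists TSC22D3 among the genes that require HP1γ. Its separate RT-qPCR experiments also gave significantly lower TSC22D3 levels after dex on depletion of each coregulator. Here NM_004089 changed by -0.27 on HP1γ depletion (adjusted p = 0.308, edgeR), and the authors' deposited table gives -0.31 with an FDR of 0.000625. It was called with 2 RUV factors (-0.30, adjusted p = 0.0431), without a filter (-0.36, adjusted p = 0.0363) and without replicate 1 (-0.54, adjusted p = 0.0259), all edgeR. It was also called without the shHP1γ libraries of replicate 1 (-0.53, adjusted p = 0.00343) and with the likelihood ratio test and 2 RUV factors (-0.30, adjusted p = 0.0252), edgeR settings chosen after seeing the values.

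The paper lists LILRA2 among the genes that require all 3 coregulators, and its RT-qPCR gave significantly lower levels after dex on depletion of each. NM_006866 was called on depletion of G9a (-1.08, adjusted p = 0.0336) and HP1γ (-1.45, adjusted p = 0.0107) and not of GLP (-0.92, adjusted p = 0.101, edgeR), for which the authors' deposited table gives an FDR of 0.0182. The GLP change was called by limma with pseudocount 1 (-0.57, adjusted p = 0.0383). Chosen after seeing the values, edgeR's likelihood ratio test called it as well (adjusted p = 0.0413), also with RUV and 1 factor (adjusted p = 0.0238) or 2 factors (adjusted p = 0.0199).

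Table S1 gives genes that the paper counts as dependent on all 3, and 16 of its 37 tested genes met all 4 limits here. The largest number under any setting was 24, with the likelihood ratio test and 2 RUV factors, chosen after seeing the values, and under the alternatives set before the data were examined it was 19. FKBP5 is 1 of the genes not called on depletion here. NM_001145777 changed by -0.35 with shG9a, -0.40 with shGLP and -0.41 with shHP1γ (adjusted p = 0.118, 0.11 and 0.109, edgeR). RUV with 1 factor called it for shGLP and shHP1γ (adjusted p = 0.0252 and 0.0334, edgeR), as did 2 factors (adjusted p = 0.00843 and 0.00908) and no filter (adjusted p = 0.0344 and 0.0135), the groups-only fit for shGLP (adjusted p = 0.00346) and DESeq2 for shHP1γ (adjusted p = 0.0497). The likelihood ratio test with 1 or 2 RUV factors and the fit without shG9a dex replicate 2, chosen after seeing the values, called it for shGLP and shHP1γ too, and no setting called it for shG9a.

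The paper tests ZNF831 by RT-qPCR as a gene independent of the coregulators, and here NM_178457 was not called on HP1γ depletion (0.51, adjusted p = 0.3, edgeR). The authors' deposited table gives 0.43 with an FDR of 0.0208 in comparison D. Of the alternatives set before the data were examined, only the fit without a filter called it (0.42, adjusted p = 0.0367, edgeR).

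The paper reports efficient depletion of the mRNAs by RT-qPCR. In the RNA-seq counts, EHMT1 NM_001354259 was at 73.0% of shNS with shGLP, and CBX3 NM_016587 and NM_007276 at 70.9% and 87.3% with shHP1γ. These values rest on the few reads assigned to single accessions. They are not a measure of the whole mRNA and cannot be set against RT-qPCR as a degree of depletion. For CBX3 NM_016587, the authors' deposited table gives -0.63 with an FDR of 0.0227 in comparison D, against -0.61 (adjusted p = 0.142, edgeR) here.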

Other observations

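The tests on low counts, on the ratio of dex effects, on the 1.3-fold cutoff, on GC content, transcript length and pseudogenes, and on genes with several accessions were chosen only after the result was seen. The fits without the shHP1γ libraries of replicate 1 and without shG9a dex replicate 2 were also added later. The others in this part were set before.

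Comparisons A to D share the shNS dex libraries, so their fold changes are related even with no effect. Over all transcripts, the fold changes of comparisons B and D had a Pearson's r of 0.484, and groups simulated as unchanged had 0.507 in the median. Spearman's correlation for B and D was 0.441, against 0.454. For C and D, Pearson's r was 0.517 against 0.490, within the range of the unchanged groups up to 0.531. Spearman's was 0.493 against at most 0.477 in the 40 data sets, above what the sharing gave. The unchanged groups hold no effect of depletion. With effects present and those of HP1γ moved among transcripts, Pearson's r was at most 0.2606 for B and D and 0.2776 for C and D. Sharing thus gave less than the data in that setting. The settings differ, so whether sharing alone explains the correlation of B and D is left open. Comparisons with separate shNS libraries had r of 0.116 (shG9a in ethanol against shHP1γ in dex) and 0.0907 (the reverse), and across the dex-regulated transcripts 0.0329 and -0.0405. Transcripts are not independent replicates.

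The higher share of HP1γ dependence among G9a/GLP-dependent transcripts exceeded that in simulated data sets with shared libraries. With the HP1γ effects moved among transcripts, the percentages differed by 34.2 points in the median (20.6 to 44.4 for 95% of 40 data sets) and by 51.0 at most, against 65.2 in the data. With the 1.3-fold cutoff these values were 21.7 and 40.9, against 53.4. The difference in median absolute log2 change was 0.0422 in the median and 0.166 at most, against 0.218. When the sets were instead defined in ethanol, where the control libraries are other ones, all 6 dex-regulated transcripts called for both G9a and GLP were called for HP1γ after dex, against 33 of 162 called for neither, or 20.4% (Fisher's exact test, p = 0.000114). Moving the effects did not keep their direction against dex. In the median, 69.2% of dex-regulated transcripts then opposed dex on HP1γ depletion, against 88.1% in the data. The moved effects thus do not isolate the sharing. The sets defined in ethanol, with only 6 dependent transcripts, argue against shared libraries as the whole cause. With moved effects the percentages were 49.0% and 14.1% in the median, a difference in which shared libraries and the lower counts of the independent transcripts were not separated. The share of dex-regulated transcripts moving against dex with shHP1γ was 88.1%, against a median of 62.6% in unchanged groups, whose central 95% lay between 57.2% and 67.2%. For all comparisons A to D, 1 of the 10 splits of the replicates gave as many calls, the real one, and the other splits gave none, including the 3 others that part all pairs of the replicate block. The 10 splits cannot give a share under 0.1. Without the replicate block, comparison D had 175 transcripts.

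The independent set is one of low counts. Its median was 1.91 CPM against 32.9 CPM for the dependent set. Low power in the independent set may lower its share of HP1γ calls. It is not the whole cause, since at 5 CPM or more on average the shares were 77.4% and 12.5% (Fisher's exact test, p = 1.85e-06). Among the independent transcripts, 24 of 103 reach that level.

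Depletion made the dex effect smaller in both sets. The median ratio of the dex log2 fold change in depleted cells to that in shNS cells was, in the independent set, 0.658 for shG9a, 0.626 for shGLP and 0.689 for shHP1γ, and in the dependent set, which was chosen by its changes on depletion, 0.671, 0.641 and 0.692. Selection of transcripts on the shNS libraries lowers this ratio by itself. In 40 data sets with groups simulated as unchanged, it was taken over transcripts matched to the independent ones, either in abundance or in the size and standard error of the dex effect. The lower of these medians was 0.863 for shG9a, 0.866 for shGLP and 0.846 for shHP1γ, and the lowest single values were 0.737, 0.741 and 0.737. The ratios in the independent set lie below all of them, which argues against the selection as the whole cause. A candidate explanation is that depletion weakens the dex response also for transcripts classed as independent, whose lack of a call then reflects their larger standard errors. Of the dependent transcripts 12 of 38 had an interaction past the limit, and of the independent ones 1 of 103. Without the transcripts that had at most 3 counts in every library of a group, the ratios in the independent set were 0.65, 0.608 and 0.667. An alternative cause, a general change in the cells' response to dex after transduction with an active shRNA, was not tested.

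Genes listed with 1 accession held 93.5% of the counts, and the 11751 genes with 2 or more held 6.52%. A candidate explanation is that reads matching more than 1 accession were left out when counting. Ribosomal protein genes are highly expressed in most cells, which makes them a test. Of those with 1 accession, 1 of 32 had a mean under 100 counts, and of those with 2 or more, 27 of 40, or 67.5% (Fisher's exact test, p = 5.62e-09), with medians of 29905 and 25.5 counts. A truly lower expression of the genes with several accessions was not tested apart from this. The low counts of EHMT1, CBX3, NR3C1 (NM_001204265, mean 23.58 counts) and KDM4C (NM_001146696, mean 25.54 counts), which have several accessions, are in line with it, so levels cannot be compared between genes with 1 and several accessions.

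The shHP1γ libraries of replicate 1 lie far from the others of their groups, and may carry a technical change. The standard deviation of the log2 deviation from the other replicates was 0.347 in shHP1γ dex replicate 1 and 0.343 in shHP1γ ethanol replicate 1, against at most 0.274 in the libraries other than these and shG9a dex replicate 2. The deviations of this pair correlate across transcripts at 0.588. The slope of the shHP1γ effect on that of the other replicates was 0.689 in dex, beside 0.69 and 0.714. By slope alone, the dex libraries do not show a weaker effect of the construct in this replicate. In ethanol the slope was 0.466 beside 0.747 and 0.634. The sign was the same as in the other replicates for 79.4% of transcripts in dex, beside 93.9% and 92.1%. In ethanol it was the same for 77.1%, beside 96.1% and 88.7%. The effect was thus less well reproduced in this replicate. GC content and transcript length removed little, with standard deviations of 0.34 and 0.346 after correction. Over the transcripts with at least 5 CPM, the standard deviation in dex was 0.35 without pseudogenes, against at most 0.281 in the other libraries with them, so pseudogenes are not the whole cause. Paralogs were not tested. A difference between cell populations or days remains open. Without the shHP1γ libraries of this replicate, comparison D had 621 transcripts.

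In shG9a dex replicate 2 the standard deviation was 0.402. The slope of its effect was 0.812, beside 0.738 and 0.693, and correction for GC content left 0.4 and for length 0.391. It is also the library with the most counts (14387770). It had 147 transcripts more than 2-fold below the other replicates, against at most 22 in any other library, and these were 34 of 185 pseudogenes (18.4%) and 75 of 4810 protein-coding transcripts (1.56%; Fisher's exact test, p = 1.94e-23). In the other libraries at most 0.541% of pseudogenes fell this far. Over 5606 transcripts with at least 5 CPM, the standard deviation in this library was 0.418 with pseudogenes and 0.396 without them, so they are not the whole cause. Reads shared between paralogs or pseudogenes, counted or mapped differently in this library, may still contribute, and a difference in contamination with genomic DNA or nuclear RNA was not tested. Without this library comparison B had 566 transcripts in place of 895 and comparison D 612 in place of 416.

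Of the genes the paper tests by RT-qPCR as independent of the coregulators, ZNF831 (NM_178457) was induced by dex with a log2 fold change of 1.79 and changed by -0.09, -0.17 and 0.51 on depletion of G9a, GLP and HP1γ (adjusted p = 0.875, 0.83 and 0.3, edgeR). Its shHP1γ dex libraries had 747, 359 and 281 counts against 305, 289 and 334 with shNS, so the last value rests mostly on replicate 1, and without replicate 1 it was 0.05 for ZNF831 (NM_178457) in comparison D. It was called in comparison D without a filter on low counts. In ethanol it was higher with shHP1γ (log2 fold change 1.28, adjusted p = 0.0145, edgeR), with 319, 149 and 126 counts against 98, 86 and 81. The log2 fold change for dex was 0.79, 1.13 and 1.03 with shG9a, shGLP and shHP1γ, smaller than with shNS, and no interaction was called. LDLRAD4 and ARHGAP6 were induced as well, and none of their transcripts was called for a depletion. KDM4A, KDM4B and KDM5A, demethylases that the paper tests on G9a and GLP in vitro and that are listed with 1 accession each, had means of 2955, 1320 and 4301 counts per library in Nalm6 cells. KDM4C, KDM3A and KDM6B are listed with several accessions, so their low counts do not show their level.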
